# Chromatin accessibility analysis identifies the transcription factor ETV5 as a suppressor of adipose tissue macrophage activation in obesity

**DOI:** 10.1038/s41419-021-04308-0

**Published:** 2021-10-29

**Authors:** Ren-Dong Hu, Wen Zhang, Liang Li, Zu-Qi Zuo, Min Ma, Jin-Fen Ma, Ting-Ting Yin, Cai-Yue Gao, Shu-Han Yang, Zhi-Bin Zhao, Zi-Jun Li, Gui-Bin Qiao, Zhe-Xiong Lian, Kun Qu

**Keywords:** Obesity, Chronic inflammation

## Abstract

Activation of adipose tissue macrophages (ATMs) contributes to chronic inflammation and insulin resistance in obesity. However, the transcriptional regulatory machinery involved in ATM activation during the development of obesity is not fully understood. Here, we profiled the chromatin accessibility of blood monocytes and ATMs from obese and lean mice using assay for transposase-accessible chromatin sequencing (ATAC-seq). We found that monocytes and ATMs from obese and lean mice exhibited distinct chromatin accessibility status. There are distinct regulatory elements that are specifically associated with monocyte or ATM activation in obesity. We also discovered several transcription factors that may regulate monocyte and ATM activation in obese mice, specifically a predicted transcription factor named ETS translocation variant 5 (ETV5). The expression of ETV5 was significantly decreased in ATMs from obese mice and its downregulation was mediated by palmitate stimulation. The decrease in ETV5 expression resulted in macrophage activation. Our results also indicate that ETV5 suppresses endoplasmic reticulum (ER) stress and *Il6* expression in macrophages. Our work delineates the changes in chromatin accessibility in monocytes and ATMs during obesity, and identifies ETV5 as a critical transcription factor suppressing ATM activation, suggesting its potential use as a therapeutic target in obesity-related chronic inflammation.

## Introduction

Obesity induces a low-grade inflammatory state that contributes to insulin resistance, diabetes, and metabolic syndrome [1, 2]. Excessive adipose tissue expansion results in adipocyte death, hypoxia, and metabolic stress, which initiates and sustains the inflammatory response. Chronic inflammation in adipose tissue is characterized by increased infiltration and activation of innate and adaptive immune cells [3, 4]. Among these immune cells, adipose tissue macrophages (ATMs) are the most abundant cell type, and it has been suggested that they play critical roles in obesity-associated inflammation [5, 6].

ATMs are derived from the bone marrow and infiltrate into the adipose tissue during the development of obesity [7, 8]. Monocytes and macrophages are recruited from the blood and other tissues by hypertrophic adipocytes through the monocyte chemotactic protein-1 (MCP-1)/C-C chemokine receptor type 2 (CCR2) signaling pathway upon the accumulation of extracellular free fatty acids (FFAs) in adipose tissue [9, 10]. The accumulated FFAs include saturated fatty acids (e.g., palmitic acid and stearic acid), mono-unsaturated fatty acids (e.g., oleic acid), and polyunsaturated fatty acids (e.g., linoleic acid) [11]. FFAs can activate the Toll-like receptor 4 (TLR4) signaling pathway, leading to the activation of various protein kinase C (PKCs), endoplasmic reticulum (ER) stress and reactive oxygen species (ROS) generation, which trigger an inflammatory response in macrophages [12]. In adipose tissue from obese mice, ATMs are the main source of inflammatory mediators, such as IL-6 and tumor necrosis factor-α (TNF-α), which can induce insulin resistance by inhibiting the tyrosine phosphorylation of insulin receptor substrate (IRS) [5, 6, 13].

Although infiltrated ATMs in obese mice overexpress *Il6* and *Nos2* [14], recent studies have proposed that they exhibit a metabolically activated phenotype that is distinct from the classical activated phenotype, referred to as metabolically-activated macrophage (MMe) [15]. MMes can be induced in vitro by high glucose plus insulin and palmitate–administration, which are characteristic features of metabolic syndrome [15]. Thus, the lipid-rich environment in adipose tissue stimulates a specific signaling pathway that results in ATM activation in obesity.

While several transcriptional, epigenetic, and metabolic processes involved in macrophage activation have been reported [16], the signaling pathways and transcription factors involved in ATM activation still require further investigation. Accumulating evidence show that the dynamics of chromatin accessibility play important role in altering monocyte/macrophage phenotypes in response to environmental stimuli [17]. Although several regulatory elements, which can control specific gene expression programs in ATMs when triggered by macrophage-polarizing stimuli, have been identified [18, 19], much less is known about the transcriptional changes for regulating ATM differentiation and activation.

In this study, we profiled the chromatin accessibility of blood monocytes and ATMs from lean and obese mice and characterized the regulatory elements associated with macrophage activation during obesity. Particularly, we identified a critical transcription factor (TF), ETS translocation variant 5 (ETV5), which regulates the activation of ATMs. Our findings indicate that it can be a potential therapeutic target in obesity.

## Material and methods

### Cell lines

The murine fibroblast cell line L929, the human embryonic kidney cell line 293 T, and the mouse macrophage line RAW264.7 were purchased from ATCC (American Type Culture Collection). All cells were cultured in DMEM (SH30022.01, Hyclone) medium supplemented with 10% fetal bovine serum (FBS) (FB15015, Clark), 100 U/mL penicillin and 100 µg/mL streptomycin (SV30010, Hyclone) and placed in a cell culture chamber at 37 °C in a humidified atmosphere with 5% CO_2_. Logarithmic growth phase cells were used in all experiments. The supernatant of L929 cell cultures was collected, filtered through a 0.22 μm filter, and stored at −20 °C.

### Mouse strains

C57BL/6 WT mice were purchased from Shanghai Laboratory Animal Center and housed in individually ventilated cages under specific pathogen-free conditions in the Laboratory Animal Research Center, South China University of Technology. All mice were maintained at a 12 h light: 12 h dark cycle with unlimited access to food and water unless indicated. Mice were randomly grouped and investigators were blinded for analysis in each experiment. Sample size was selected based on previously published studies [20, 21]. Six-week old male mice were fed a chow diet (CD, 3.8 kcal/g, energy ratio: 15% protein, 75% carbohydrate, 10% fat, TP24570C) or high-fat diet (HFD containing 7% lactose, 5 kcal/g, energy ratio: 20% protein, 23% carbohydrate, 57% fat, TP24570) (Trophic Animal Feed High-Tech Co., Ltd, China) for 12–14 weeks. The main components of the diets are casein, egg white, cysteine, beef tallow, vegetable oil, lactose, sucrose, fiber, vitamins, minerals, choline, and tertiary butylhydroquinone. 6 to 12-week old C57BL/6 mice were used for bone marrow cell isolation and bone marrow derived macrophage (BMDM) induction. This study was performed in accordance with the principles and guidelines of the National Council for the Control of Animal Experimentation and approved by the Ethics Committee on Animal Use at the School of Medicine, South China University of Technology.

### Glucose tolerance test and insulin tolerance test

For the insulin tolerance test (ITT), mice were fasted for 4 h before intraperitoneal administration of 0.5 U/kg insulin. Blood glucose levels were measured at 0, 15, 30, 60, and 90 min after injection. For the glucose tolerance test (GTT), mice were fasted for 16 h before intraperitoneal administration of 2 g/kg glucose. Blood glucose levels were measured at 0, 15, 30, 60, and 120 min after injection.

### ATM/monocyte isolation and flow cytometry

In each experiment, epididymal and visceral white adipose tissue samples were collected, mixed, and washed with ice-cold phosphate buffer saline (PBS). Adipose tissue samples were minced into small pieces with scissors, suspended in pre-warmed digestion buffer containing 1 mg/mL collagenase II (C6885, Sigma-Aldrich), 1% BSA, and 10 mM HEPES, and incubated at 37 °C for 40 min with vigorous shaking. DMEM containing 2 mM EDTA and 5% FBS was added to stop the digestion. The cell suspension was filtered through a 150-µm nylon filter and centrifuged at 450 × *g* for 5 min at 4 °C. Adipocytes and supernatant were discarded, and red blood cells were depleted using red blood cell lysis buffer (C3702-500 ml, Beyotime, China). Mouse peripheral blood mononuclear cells were isolated using lymphocyte isolation solution (density: 1.081 g/mL). Finally, cells were blocked with purified anti-CD16/32 antibody (BioLegend, San Diego, CA, USA) and stained with the following antibodies: FITC-CD45.2, APC-F4/80, PerCP/Cy5.5-Ly6C, PE-CD11c, APC/Cy7-Ly6G (BioLegend), and PE-CF594-CD11b (BD Biosciences, USA). Flow cytometry data were acquired using a BD LSRFortessa^TM^ Flow Cytometer and analyzed with FlowJo software (BD Biosciences). For cell sorting, the CD11b^+^Ly6Chigh monocytes and CD11b^+^F4/80^+^ ATMs were sorted with a BD FACSAria^TM^ III sorter (BD Biosciences).

### Assay for transposase-accessible chromatin sequencing (ATAC-seq) and data analysis

Assay for transposase-accessible chromatin sequencing (ATAC-seq) libraries of monocytes and macrophages were constructed as previously reported [22]. The data were analyzed using ATAC-pipe [23]. Briefly, we used several parameters to evaluate data quality, including transcription stat site (TSS) enrichment score (reads enriched at ±2 kb around TSS versus background) and read length distribution. Peak calling was performed using MACS2. The number of raw reads mapped to each peak in each condition was quantified using the intersectBed function in BedTools. Raw counts in peaks were normalized using the DESeq package in R. Peak intensity was defined as the log2 of the normalized counts. Peaks with a mean count > 8, fold change (FC)>1.5, and *p* value < 0.05 were compared between CD and HFD conditions. In order to obtain the differential regions between monocytes and macrophages in the HFD condition, the peaks between monocytes and macrophages in CD and HFD groups were compared separately. And, the regions with LogFC_HFD_ – LogFC_CD_>2×*log2 (1.5) were selected. Finally, 9,461 differential peaks were obtained. Unsupervised clustering was performed using Cluster 3.0 and visualized in Treeview. GO and other enriched functions of the cis-regulatory regions was performed using GREAT.

### Bone marrow-derived macrophage (BMDM) culture and polarization

Bone marrow was flushed from mouse femurs and tibias and dissociated into a single-cell suspension. After red blood cell depletion, cells were cultured in DMEM supplemented with 10% heat-inactivated FBS and 1% penicillin-streptomycin solution. To induce BMDM differentiation, 10 ng/mL macrophage colony-stimulating factor (M-CSF) (416-ML, R&D Systems) or 15% L929-conditioned media were added every 2 days for 7 days [24]. BMDMs were stimulated with 100 ng/mL LPS (L4391, Sigma) and 20 ng/mL IFN-γ (315-05, PeproTech) to induce M1 polarization, or 10 ng/mL IL-4 (214-14, PeproTech) and 10 ng/mL IL-13 (413-ML, R&D Systems) to induce M2 polarization. For MMe activation, BMDMs or RAW264.7 cells were treated with 0.4 mM palmitate, 10 nM insulin, and 30 mM glucose for 24 h [25].

### Lentivirus production, infection, and siRNA knockdown

293 T cells were transfected with the plasmids pSIN-GFP (overexpression plasmids), pLKO (shRNA plasmids), pCMV-DR8.9, and pCMV-VSV-G via polybrene (TR-1003, Sigma-Aldrich) following the manufacturer’s instructions. Supernatants containing virus particles were collected 72 hours post transfection, centrifuged at 800 × *g* for 10 min, filtered through a 0.22 µm filter, and stored at −80 °C. siRNAs were purchased from GenePharma (Shanghai, China). Raw264.7 cells or BMDMs were cultured in 6-well plates overnight to achieve 70–80% cell density. For siRNA transfection, 400 µL opti-MEM (Thermo Fisher Scientific, USA) containing 2 µg siRNA or control siRNA and 8uL Turobofect (R0534, TurboFect™ Transfection Reagent, Thermo Fisher Scientific) were added by drop to cell culture. Gene or protein expression levels were detected 24 or 48 hours after infection. For lentivirus infection of Raw264.7 cells, medium were replaced with 1 mL viral particle containing medium after cells reach 70–80% density, and cultured for 6 h. Cells were then digested and transferred to a 6 cm petri dish for further 48-h culture. Meanwhile, the culture medium was replaced with the medium containing 3 µg/mL puromycin (Thermo Fisher Scientific). During cell passage, the concentration of puromycin was slowly adjusted to 5 µg/mL puromycin. Gene or protein expression levels were then analyzed. 

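*Etv5* lies on the minus strand of chromosome 16 from 22381309 to 22439719 in GRCm38 (GENCODE release M21), and its principal coding transcript has 13 exons. The shRNA, siRNA and qPCR primer sequences were matched to the annotated transcripts, and each of the shRNA and siRNA targets fell in the coding sequence of that transcript. The target of Etv5-shRNA-1, ACAACTATTGTGCCTACGATA, spans the junction of exons 6 and 7 and covers 22412845 to 22412854 and 22411910 to 22411920. The target of Etv5-shRNA-2, GCGACCTTTGATTGACAGAAA, lies within exon 3 from 22436242 to 22436262. The target of Etv5-shRNA-3, CAGTCTGATAACTTGGTGCTT, spans exons 5 and 6 and covers 22435877 to 22435889 and 22412967 to 22412974. None of the shRNA targets was found as a perfect match in a transcript of another gene. The siRNA targets were CCATCAGAATTCCCTATTT (exon 7, 22411833 to 22411851), GCCAAAGATGATGCCTGAA (exon 7, 22411656 to 22411674) and GCCATGAAGGATTCCCGTA, which spans exons 9 and 10. The latter pair also occurs in *Gm4798*, an annotated pseudogene. The qPCR primers Etv5-F and Etv5-R bracket 162 bases of the transcript. That amplicon contains all 21 bases of the Etv5-shRNA-1 target and all 21 bases of the Etv5-shRNA-3 target, whereas it contains 0 bases of the Etv5-shRNA-2 target and of the siRNA targets.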

The sequences of shRNA, siRNA, and primers are listed in Table 1.

**Table 1:** shRNA/overexpression/siRNA/RT-qPCR target sequences.

Knockdown/overexpression Gene	Sequence 5′-3′
Etv5-shRNA-1:	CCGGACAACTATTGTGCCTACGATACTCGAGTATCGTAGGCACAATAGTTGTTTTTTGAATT.
Etv5-shRNA-2:	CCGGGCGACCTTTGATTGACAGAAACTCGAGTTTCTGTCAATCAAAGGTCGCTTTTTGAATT.
Etv5-shRNA-3:	CCGGCAGTCT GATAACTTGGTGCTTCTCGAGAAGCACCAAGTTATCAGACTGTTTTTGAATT.
Overexpression-Etv5-F:	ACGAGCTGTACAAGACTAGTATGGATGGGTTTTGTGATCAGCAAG.
Overexpression-Etv5-R:	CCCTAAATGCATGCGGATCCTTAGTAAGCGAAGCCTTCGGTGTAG.
Etv5-siRNA-1 sense primer:	CCAUCAGAAUUCCCUAUUUTT.
Etv5-siRNA-1 antisense primer:	AAAUAGGGAAUUCUGAUGGTT.
Etv5-siRNA-2 sense primer:	GCCAAAGAUGAUGCCUGAATT.
Etv5-siRNA-2 antisense primer:	UUCAGGCAUCAUCUUUGGCTT.
Etv5-siRNA-3 sense primer:	GCCAUGAAGGAUUCCCGUATT.
Etv5-siRNA-3 antisense primer:	UACGGGAAUCCUUCAUGGCTT.
Hprt-F	AGGTTGCAAGCTTGCTGGT
Hprt-R	TGAAGTACTCATTATAGTCAAGGGCA
Etv5-F	TCAGTCTGATAACTTGGTGCTTC
Etv5-R	GGCTTCCTATCGTAGGCACAA
Arg-1-F	CTCCAAGCCAAAGTCCTTAGAG
Arg-1-R	AGGAGCTGTCATTAGGGACATC
Cd36-F	ATGGGCTGTGATCGGAACTG
Cd36-R	GTCTTCCCAATAAGCATGTCTCC
Abca1-F	AAAACCGCAGACATCCTTCAG
Abca1-R	CATACCGAAACTCGTTCACCC
Fizz1-F	CCAATCCAGCTAACTATCCCTCC
Fizz1-R	ACCCAGTAGCAGTCATCCCA
Tnfa-F	CCCTCACACTCAGATCATCTTCT
Tnfa-R	GCTACGACGTGGGCTACAG
H-2-F	GGACCCCACAGGACTTCACATACT
H-2-R	GCCGTCTTCTCCTTGTTGCTGTGG
Plin2-F	GACCTTGTGTCCTCCGCTTAT
Plin2-R	CAACCGCAATTTGTGGCTC

### RNA isolation and RT-qPCR

Total RNA from cultured cells or ATMs was isolated using either TRIzol Reagent (15596018, Invitrogen) or RNeasy MinElute Cleanup Kit (74204, QIAGEN). First-strand cDNA was synthesized and subjected to qPCR using SYBR Green on a LightCycler 96 System (Roche, Switerland). Gene expression was normalized to GAPDH, β-actin, or Hprt using the ΔΔCt method.

### Western blot

Cells were lysed using 1X RIPA lysis and extraction buffer (89901, Thermo Fisher Scientific). Total protein was determined using a BCA Protein Assay kit (23227, Thermo Fisher Scientific). For western blot analysis, the supernatant after lysis was added to an equal volume of loading buffer and heated to 95 °C for 10 min. Equal amounts of proteins (20–2000 µg/mL) were separated using a 12% SDS-PAGE and transferred onto PVDF membranes. The membranes were blocked with 10% skimmed milk and incubated overnight at 4 °C with a monoclonal anti-ETV5 antibody (MA5-15646, Thermo Fisher Scientific; 1: 1,000) or monoclonal anti-β-actin antibody (A5441, Sigma-Aldrich; 1: 5,000). After washing, the membranes were incubated with a secondary antibody (7076 s, Cell Signaling Technology; 1: 2,000) at room temperature for 1 h. Images were collected using a Tanon-5200 Chemiluminescent Imaging System (Tanon, China). Densitometric analyses were performed using Image J (National Institutes of Health). The experiments were repeated three times on separate days.

### RNA-sequencing and data analysis

RNA quality was determined using an Agilent 2100 Bioanalyzer. Sequencing libraries were prepared using the Illumina Truseq^TM^ RNA sample prep Kit v2. Pearson correlation analysis of the total gene expression matrix was performed using R software (version 4.0). The Limma R package was used to identify the differentially expressed genes. Heat map schemes and volcano plots were created using the corresponding R package. The genes that were upregulated (log2fc > 2) in the Raw264.7/sh-Etv5 compared with control Raw264.7 cells were selected to perform Gene Ontology (GO) analysis using the clusterProfiler package, and the top 20 enriched GO terms were listed. The Gene Set Enrichment Analysis (GSEA) was performed in R using gene sets that were download from Mouse Genome Informatics.

### Single-cell RNA-sequencing data analysis

Single-cell RNA-sequencing data of the stromal vascular fraction from mouse inguinal white adipose tissue (iWAT) were obtained from the GEO database (accession number GSE154047). Data from wild-type mice were used for the analysis. Data were analyzed using R software (Version 4.0). Genes that were expressed in less than five cells and cells with less than 200 or greater than 6000 genes were discarded. Dimensionality reduction analysis was performed using the Seurat R package (version 4.0). Principal component analysis (PCA) was performed using the variable genes and determined significant principal components based on the ElbowPlot function from the Seurat package. The top 30 PCs were selected for t-distributed stochastic neighbor embedding (tSNE) analysis. Myeloid cell cluster with feature *Lyz2* expression was chosen for further analysis.

### ELISA assay for IL-6

Supernatants were collected after macrophage culture and IL-6 protein concentrations were measured using a mouse IL-6 ELISA kit (E-MSEL-M0001, Elabscience, China) according to the manufactories’ instructions.

### Statistical analysis

A two-tailed unpaired Student’s t-test was conducted in GraphPad Prism 5 (GraphPad Software, San Diego, CA, USA) to determine statistical significance. Different test methods were used to analyze body weight change, GTT and ITT result in HFD- and CD-fed mice. We first checked data distribution and equal variances by Shapiro-Wilk test and levene test, respectively. We analyzed body weight change and GTT result in HFD- and CD-fed mice using two-way ANOVA with repeated measurements and Holm–Sidak post hoc test. We used Mann-Whitney U test to analyze the ITT result. All results were obtained from at least two independent experiments. Error bars represent mean ± standard deviation.

## Results

### Landscape of chromatin accessibility of peripheral blood monocytes and adipose tissue macrophages in lean and obese mice

We established a murine model of obesity by feeding mice with a HFD. Mice fed with a CD were considered as lean mice. Compared with CD-fed mice, HFD-fed mice showed increased body weight (Fig. s1A). ITT and GTT results indicated that HFD-fed mice develop insulin resistance and glucose intolerance (Fig. s1B, C). Moreover, ATMs from HFD-fed mice contain a higher percentage of the CD11c^+^ population (Fig. s1D, E), indicating an activated phenotype, in line with previous studies [14, 26, 27].

We then isolated the peripheral blood monocytes and ATMs from both HFD- and CD-fed mice, and performed ATAC-seq library construction and sequencing (Fig. 1A). TSS enrichment analysis and aligned fragment length distribution of all samples indicated high data quality (Fig. s2A, B). Correlation analysis of all replicates indicated excellent reproducibility between replicates (Fig. s2C). We found that the *Itgam* gene locus was more accessible in ATMs, while *Ly6c2* and *Ccr2* gene loci were more accessible in monocytes (Fig. s2D). Consistent with previous reports that *Ccr2* is highly expressed in blood monocytes from HFD-fed mice [9], we observed high chromatin dynamics in *Ccr2* gene locus in monocytes. Similarly, we found that the promoter of pro-inflammatory macrophage marker *Nos2* was also more accessible in ATMs isolated from HFD-fed mice (Fig. s2D). Next, we performed PCA of the 8 samples and found that within each group, the same cell type from obese (HFD_Mono, HFD_ATM) and lean mice (CD_Mono, CD_ATM) could also be clustered together (Fig. s2E).

**Fig. 1:**
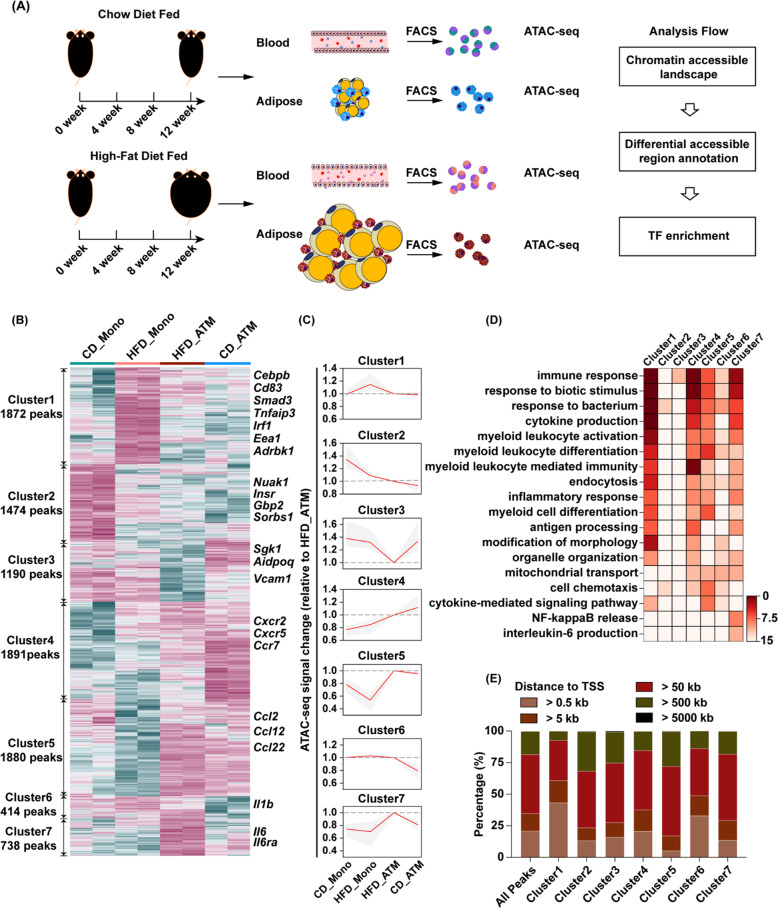
Landscape of chromatin accessibility in peripheral blood monocytes and adipose tissue macrophages. **A** The ATAC library construction and sequencing processes of peripheral blood monocytes and adipose tissue macrophages pooled from CD (*n* = 9) or HFD (*n* = 6) -fed mice. **B** Heatmap showing seven clusters of distinctive chromatin accessibility patterns between CD_Mono, HFD_Mono, HFD_ATM, and CD_ATM with representative genes annotated of each cluster. **C** Line plots showing mean (red line) and S.D. (gray ribbon) of mean-centered normalized log2 values for each cluster. **D** Heatmap of top 18 most enriched biological processes of seven clusters shown as -log10 raw binomial *p* values, as calculated by Genomic Regions Enrichment of Annotations Tool (GREAT); **E** Distribution of distance to nearest TSS of genes from different gene clusters.

We then compared the differential regulatory elements between HFD_ATM and HFD_Mono, relative to CD_ATM and CD_Mono (Fig. s2F). We discovered 9,461 differential chromatin-accessible regions, and classified them into seven distinct clusters (C1-C7) using unsupervised hierarchical clustering (Fig. 1B, C). We annotated the functions of these seven clusters and found that the functions associated with immune activation were enriched in five clusters (C1, C3, C4, C6, and C7) (Fig. 1D). C1 was composed of elements that are associated with immune activation and myeloid leukocyte differentiation and are more accessible in monocytes from HFD-fed mice (HFD_Mono) than in other cells, suggesting that these regions are associated with monocyte activation. Moreover, we found that nearly half of the elements in C1 were located at the proximal end of the TSS (Fig. 1E). The proximal regions in C1 were related to gene transcription and nucleotide bioavailability (Fig. s3A), whereas the distal regions were mainly related to immune activation (Fig. s3B). C4 and C5 were enriched in elements associated with immune activation, cell differentiation, and cell chemotaxis, suggesting that they may be associated with inflammatory monocyte activation and migration to adipose tissue. C6 and C7 were more accessible in HFD_ATM and strongly enriched in functions related to cell chemotaxis, cytokine-mediated signaling, NF-κB signaling pathway and IL-6 production. Altogether, our data demonstrate that monocytes and ATMs possess different chromatin accessibility landscapes in obese and lean states. In addition, we identified several regulatory elements that are associated with monocyte and macrophage activation during obesity.

### Transcription factor occupancy network during monocyte and ATM activation

To explore the TFs involved in the regulation of monocyte and macrophage activation during obesity, we predicted TFs that can bind to accessible sites in the C1, C4, C5, C6, and C7 regions (Fig. 2A). We identified several TFs that are enriched in different regulatory element clusters, which may participate in monocyte activation (C1), monocyte to macrophage differentiation (C4 and C5), and macrophage activation (C6 and C7) in obesity.

**Fig. 2:**
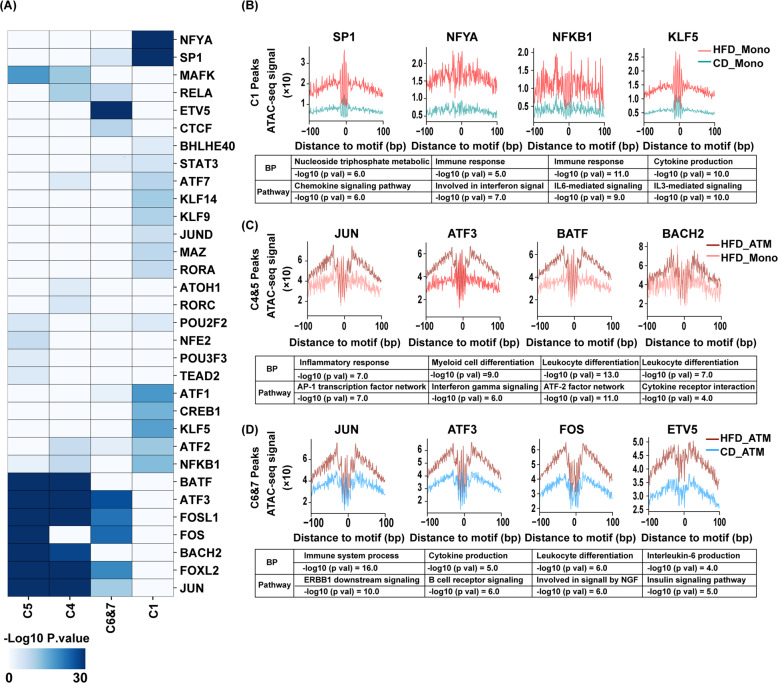
Transcription factor occupancy network during monocyte and ATM activation in CD- and HFD-fed mice. **A** Enriched motifs of transcript factors in different cluster peaks with *p* values estimated with homer4.8. **B** Visualization of ATAC-seq footprint motifs and GREAT annotation in cluster modules of HFD_Mono vs CD_Mono, **C** HFD_ATM vs. HFD_Mono, and **D** HFD_ATM vs. CD_ATM.

We first focused on the TFs associated with monocyte activation. SP1, a critical factor for monocyte-specific expression of CD14 and inflammatory response against pathogens [28], was enriched in the C1 regions. Additionally, NFYA, NFKB1, and KLF5 were enriched in the C1 regions (Fig. 2A, B). NFYA activates the transcription of genes highly expressed in mature monocytes, while NFKB1 and KLF5 mediate inflammatory cytokine production in monocytes [29, 30]. We also performed TF footprint analysis to provide evidence of the direct occupancy of TF candidates on genomic DNA. We found that SP1, NFYA, NFKB1, and KLF5 were most likely physically bonded to the chromatin-accessible sites, which were more accessible in monocytes from HFD-fed mice (Fig. 2B).

Obesity is associated with increased monocyte migration into the adipose tissue and differentiation into ATMs [9, 10]. We then focused on TFs that regulate monocyte differentiation to ATMs. JUN and BATF were enriched at accessible sites in C4 and C5 (Fig. 2C). JUN and BATF have been previously reported to regulate precursor cell differentiation into macrophages [31, 32]. Interestingly, we found that BACH2 and ATF3, which are reported to suppress the differentiation and activation of macrophages [33, 34], were also enriched at accessible sites in C4 and C5 (Fig. 2C), indicating that the regions that can recruit negative regulators are also accessible during the differentiation and activation of macrophages.

Finally, we focused on TFs that regulate ATM activation. JUN, ATF3 FOS, and ETV5 were enriched at accessible sites in C4 and C5 (Fig. 2D), among which FOS has been reported to mediate macrophage activation [35]. ETV5 was enriched at accessible sites in C6 and C7. Although the function of ETV5 in macrophages has not been described yet, this result indicates that it could be a potential regulator of ATM activation. Through GREAT annotation of biological process, we found that ETV5 binding elements were associated with IL-6 production (Fig. 2D), indicating that it might regulate ATM-mediated chronic inflammation in obese adipose tissue.

### ETV5 downregulation in metabolically activated macrophages

The transcription factor ETV5 has been reported to regulate insulin exocytosis and hepatic fatty acid metabolism [36, 37], but its role in macrophage activation remains unknown. Therefore, we aimed to determine whether ETV5 can regulate macrophage activation in obesity. The expression of *Etv5* was decreased in the ATMs of HFD-fed mice (Fig. 3A). As ATMs from obese mice are biased towards a MMe phenotype, we analyzed *Etv5* expression in MMe induced in vitro (Fig. s4B), and found that the expression of *Etv5* was also decreased (Fig. 3B). We also induced M1 (Fig. s4C) and M2 (Fig. s4D) polarization of BMDMs and Raw264.7 cells in vitro and found that ETV5 expression did not change under M1 or M2 polarization conditions (Fig. s4E), indicating that ETV5 is specifically involved in the metabolic activation of macrophages.

**Fig. 3:**
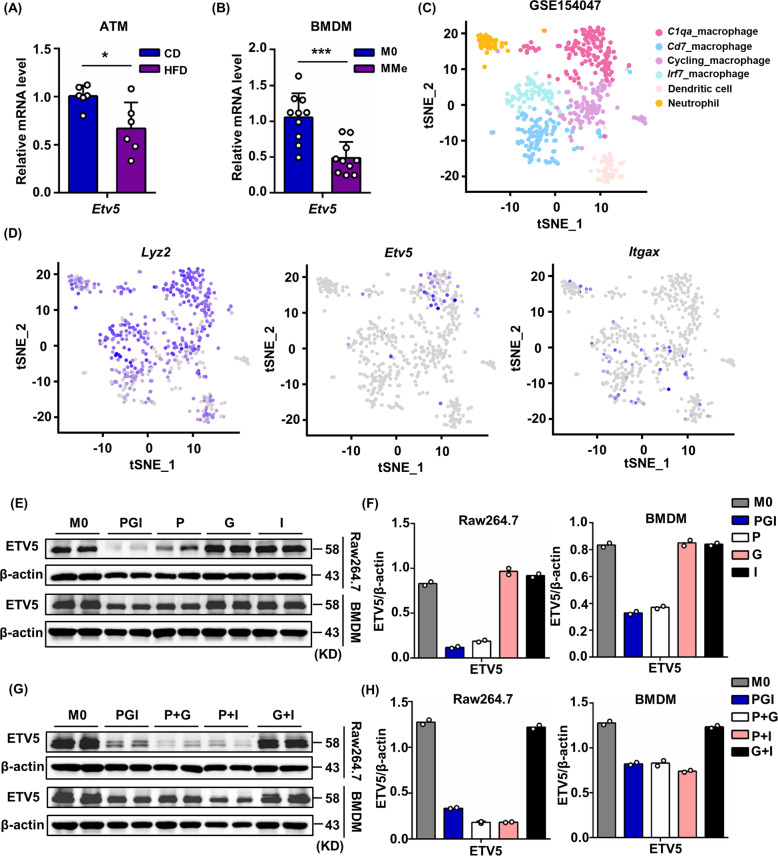
ETV5 expression was downregulated in ATMs from HFD-fed mice and in in vitro induced MMe. **A** *Etv5* mRNA levels in ATMs from CD- (*n* = 6) and HFD-fed (*n* = 6) mice. **B** *Etv5* mRNA levels in BMDMs after 24 h of stimulation with palmitate (P, 0.4 mM), glucose (G, 30 mM), and insulin (I, 10 nM). Gene expression levels were assessed by RT-qPCR. Data were pooled from two independent experiments. **C** Single-cell RNA-sequencing data of stromal vascular fraction from mouse iWAT. tSNE plot showing myeloid cell clusters. **D** Featureplot showing *Lyz2*, *Etv5* and *Itgax* expression by different myeloid cell clusters. **E** ETV5 protein levels and **F** quantification in Raw264.7 cells and BMDMs after treatment with P, G, I alone or in combination for 24 h. **G** ETV5 protein levels and **H** quantification in Raw264.7 cells and BMDMs after treatment with P, G, and I in pairs for 24 h. Data in **E** and **G** were representative of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, Student’s t test.

To investigate the heterogeneity in the expression of *Etv5* in different macrophage subpopulations, we analyzed single-cell RNA-sequencing data of the stromal vascular fraction from mouse iWAT (GEO accession number GSE154047) [38]. Six myeloid cell clusters were identified, each of which was named according to their featured gene expression (Fig. s4A). We found four macrophage clusters (*C1qa*_macrophage, *Cd7*_macropahge, Cycling_macrophage, *Irf7*_macrophage), one neutrophil cluster and one dendritic cell cluster (Fig. 3C). *C1qa*_macrophages expressed high levels of *Retnla a*nd *Selenop*, which are genes associated with alternative macrophage activation (Fig. s4A). They also expressed high level of *Etv5*. Interestingly, macrophages with high *Itgax* expression exhibited low *Etv5* expression, indicating that activated ATMs present a decreased *Etv5* expression in vivo (Fig. 3D). To induce MMe in vitro, we treated macrophages with palmitate, glucose, insulin, or a combination of these compounds. We found that ETV5 was downregulated only in the presence of palmitate (Fig. 3E–H). These results suggest that the FFAs may be the main factors to induce ETV5 downregulation in macrophages.

### Knockdown of *Etv5* induces expression of genes associated with inflammation response and IL-6 production in macrophages

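RNA-sequencing was performed on Raw264.7 cells, a macrophage line derived from a mouse tumor, that carried either a control shRNA (sh-NC, n = 3 libraries) or an shRNA against *Etv5* (sh-*Etv5*, n = 3 libraries). According to the Methods, cells were kept in virus-containing medium for 6 h, cultured for a further 48 h with puromycin at 3 µg/mL, which was raised to 5 µg/mL during passage. The sample labels give 24 or 48 h after infection and name Lipofectamine, a transfection reagent. The Methods also state these times, directly after the siRNA transfection. The paper's text calls the sequenced cells stably transfected, so the labels leave open whether they were the puromycin-selected cells. The paper's text does not name which of the 3 shRNAs was used for sequencing, nor whether the libraries of a group came from separate infections, so n counts libraries.

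The authors deposited an RPKM value (reads per kilobase of gene, scaled to the number of mapped reads) for each of 24786 gene symbols in each library, taken from coverage tracks. The number of reads per library is unknown from these values, and therefore no interval for counting error was computed. The RPKM values summed to 322949, 320859 and 320462 in the sh-NC libraries and to 335679, 330454 and 340257 in the sh-*Etv5* libraries. Across genes, the Pearson correlation of log2(RPKM + 1) was between 0.9982 and 0.9988 for libraries of the same group and between 0.9745 and 0.975 for libraries of different groups; genes are not independent replicates.

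Expression was compared with limma, the package named in the Methods, on log2(RPKM + 1) with an intensity trend. The 10738 genes with an RPKM of at least 1 in at least 3 libraries were tested, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. A log2 fold change on this scale understates the change of genes with low RPKM. An exact permutation test of 3 against 3 libraries cannot give a p-value below 0.1.

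The knockdown target was lower in every sh-*Etv5* library than in every sh-NC library. *Etv5* was at 9.18, 9.89 and 9.39 RPKM in the sh-NC libraries and at 5.19, 4.91 and 5.28 RPKM in the sh-*Etv5* libraries. Its mean fell by 46.0%, from 9.49 ± 0.367 to 5.13 ± 0.196 RPKM (SD, n = 3), and its log2 fold change was -0.78 (standard error 0.0565, limma adjusted p = 2.74e-07). With the replicate number as a block, the limma adjusted p for *Etv5* was 1.01e-05. Of the 50-base sequences in *Etv5* transcripts, 24.5% also occur in the pseudogene *Gm4798* and do not tell the loci apart.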

To identify genes regulated by ETV5 in macrophages, we knocked down the expression of *Etv5* by shRNA in Raw264.7 cells, and then performed RNA-sequencing of stably transfected cells. We identified 2,017 upregulated genes and 2,525 downregulated genes in Raw264.7/sh-*Etv5* cells, compared with Raw264.7/sh-NC cells (Fig. 4A). 

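Of the 10738 genes tested, 3575 were higher and 4399 were lower in sh-*Etv5* cells at a limma adjusted p-value under 0.05, which is 74.3% of them. Most of these differences were small, with a median absolute log2 fold change of 0.43, and 4652 of the called genes (58.3%) changed by less than 0.5 on the log2 scale. The median SD between libraries of a group was 0.0531 for sh-NC and 0.0685 for sh-*Etv5* on the same scale. Requiring in addition an absolute log2 fold change above 1 moved the counts most, to 669 higher and 322 lower genes. In 8204 tested genes (76.4%) the libraries of the groups did not overlap, against 10% expected by chance.

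The libraries carry replicate numbers in both groups. With the replicate number as a block, 3539 genes were higher and 4361 lower, and 7813 of these 7900 genes were also called in the same direction without the block. Deviations from the group means were not shared between same-numbered libraries (mean correlation -0.011).

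The largest rises among genes whose groups did not overlap were those of *Cxcl2* (log2 fold change 8.14), *Gm5483* (7.51), *Lcn2* (7.01), *Csf3* (6.90) and *Urah* (6.74). The largest falls were those of *Cd24a* (-4.61), *Ranbp3l* (-4.02), *Itga4* (-3.51), *Cldn11* (-3.01) and *Scel* (-3.01). Which genes rose most depended on the pseudocount, and with a pseudocount of 0.01 they were *Csf3* (12.52), *Ccl7* (12.25), *Lcn2* (11.88), *Il6* (11.87) and *Stfa3* (11.81). With a pseudocount of 1, the limma adjusted p-values of the 5 rises and 5 falls lay between 3.8e-16 for *Cxcl2* and 1.29e-10 for *Scel*. *Gm5483* shares 11.0% of its 50-base sequences with other genes, and *Cxcl2* shares 5.84%, mainly with *Cxcl3*. Exons of *Urah* and *Itga4* overlap genes on the opposite strand, and the paper's text does not state whether strand was used in counting.

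**Figure D1:**
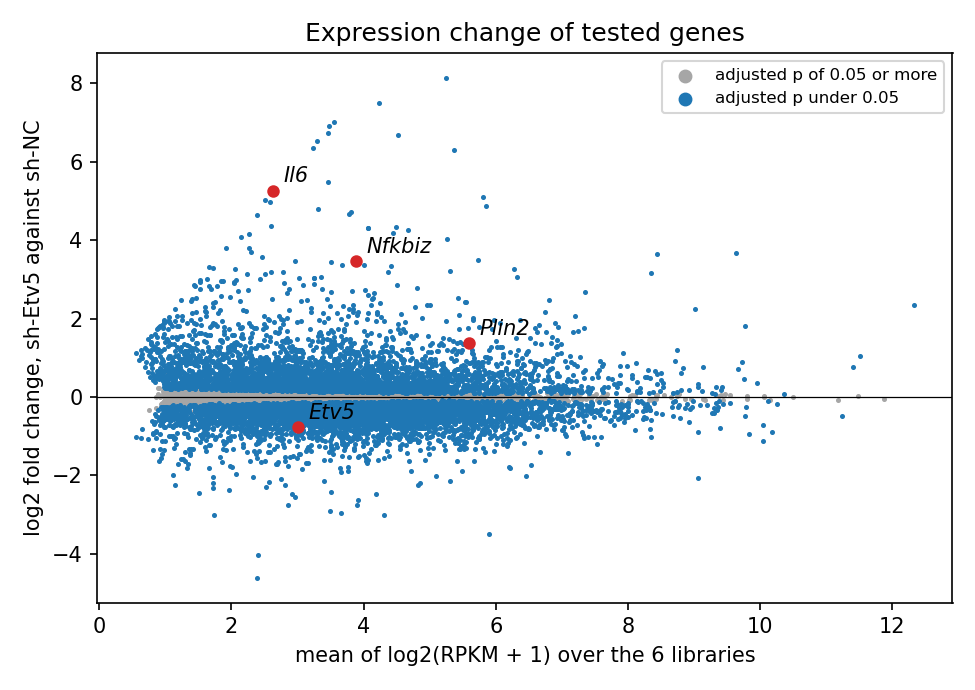
Log2 fold change between sh-Etv5 and sh-NC cells (vertical axis) against mean log2(RPKM + 1) over the 6 libraries (horizontal axis) for the 10738 tested genes. Blue points had a limma adjusted p-value under 0.05, gray points did not, and *Etv5*, *Il6*, *Plin2* and *Nfkbiz* are marked in red.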

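*Il6* (GRCm38 chromosome 5, 30013114 to 30019981, plus strand) was listed at 0 RPKM in all 3 sh-NC libraries and at 34.5, 37.5 and 40.4 RPKM in the sh-*Etv5* libraries. Its mean in sh-*Etv5* cells was 37.4 ± 2.95 RPKM (SD, n = 3). Its log2 fold change on the log2(RPKM + 1) scale was 5.26 (standard error 0.0678, limma adjusted p = 2.21e-13), and with the replicate number as a block the limma adjusted p was 5.64e-10. No ratio was computed because the control value was 0. With each library left out in turn, it stayed between 5.21 and 5.32. The pseudocount moved this value most, to 11.9 with a pseudocount of 0.01. *Plin2* (chromosome 4, 86648386 to 86670060, minus strand), which encodes a lipid droplet protein, rose from 29.1 ± 2.08 to 77.1 ± 0.334 RPKM (SD, n = 3). The log2 fold change of *Plin2* was 1.38 (standard error 0.0478, limma adjusted p = 6.96e-10, and 7.25e-08 with the block). It stayed between 1.35 and 1.44 when each library was left out in turn.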

We found that the knockdown of *Etv5* in macrophages induced the upregulation of *Il6* and *Plin2*, which are MMe markers (Fig. 4A). We also found increased expression of *Nfkbiz* (Fig. 4A), which encodes IκB-ζ, an essential factor for the activation of a subset of inflammatory genes including IL-6 [39]. These results indicated that macrophages were activated when *Etv5* expression was reduced.

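*Nfkbiz* (GRCm38 chromosome 16, 55811375 to 55838899, minus strand) was at 3.69, 3.31 and 3.39 RPKM in the sh-NC libraries and at 47.6, 49.3 and 47.3 RPKM in the sh-*Etv5* libraries. The means were 3.46 ± 0.197 and 48.1 ± 1.05 RPKM (SD, n = 3). Its log2 fold change was 3.46 (standard error 0.0493, limma adjusted p = 5.21e-13), which is larger than that of *Plin2*. With the replicate number as a block, its limma adjusted p was 1.34e-09. With each library left out in turn, the value for *Nfkbiz* stayed between 3.43 and 3.49.

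**Figure D2:**
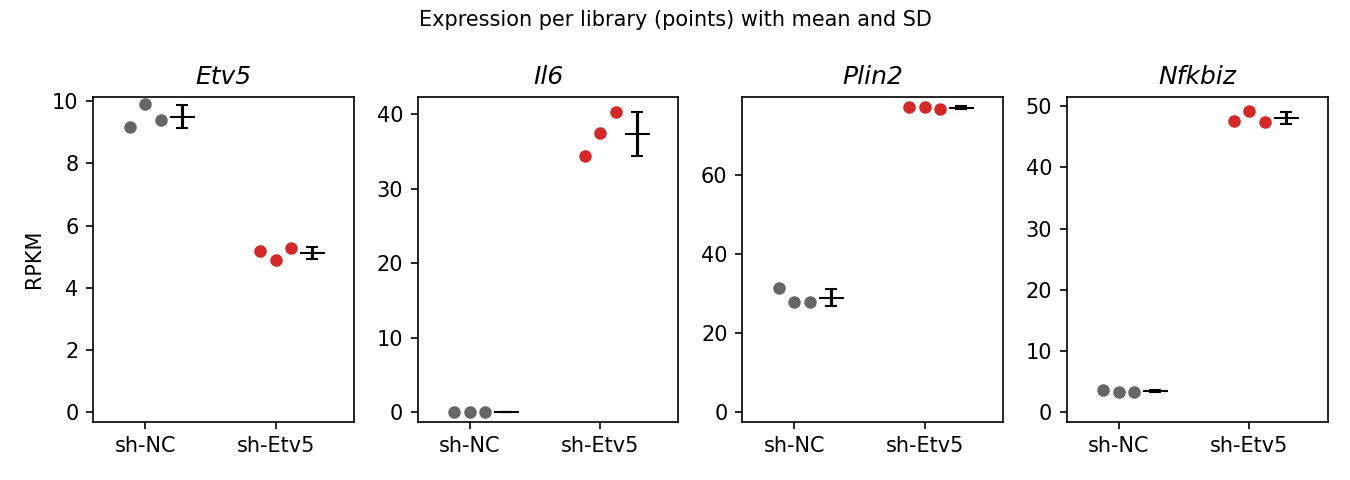
RPKM of *Etv5*, *Il6*, *Plin2* and *Nfkbiz* in each of the 3 sh-NC and 3 sh-Etv5 libraries (points), with the mean and SD of each group (black bars). The groups do not overlap for any of these genes, and *Il6* was listed at 0 in the 3 sh-NC libraries.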

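Among the macrophage activation markers of Fig. s4 and Table 1, *Nos2* is the paper's marker of M1 macrophages (Fig. s4C). It rose from 0.641 ± 0.119 to 72.8 ± 2.14 RPKM (SD, n = 3), with a log2 fold change of 5.49 (standard error 0.061, limma adjusted p = 7.43e-14). *Tnf* rose from 63.0 ± 0.896 to 412 ± 6.77 RPKM (SD, n = 3), with a log2 fold change of 2.69 (standard error 0.031, limma adjusted p = 1.03e-13). The markers of alternative activation *Arg1*, *Retnla* (named *Fizz1* in the paper) and *Chil3* (*Ym-1*) were below the filter on low values in both groups. The highest value in any library was 0.158 RPKM for *Arg1*, 0.0859 RPKM for *Retnla* and 0.058 RPKM for *Chil3*, and the groups overlapped for each. *Chil3* shares 26.9% of its 50-base sequences with other genes, mainly *Chil4*. *Hprt*, for which Table 1 lists primers, was at 104 ± 6.64 RPKM in sh-NC cells and 94.8 ± 7.90 RPKM in sh-*Etv5* cells (SD, n = 3), a difference within the spread of the libraries (log2 fold change -0.13, limma adjusted p = 0.0727). That result depended on the scaling and on single libraries. With libraries rescaled to the same sum the limma adjusted p for *Hprt* was 0.008, and without sh-*Etv5* replicate 3 it was 0.00494, within a range of 0.00494 to 0.262 over its alternatives.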

**Fig. 4:**
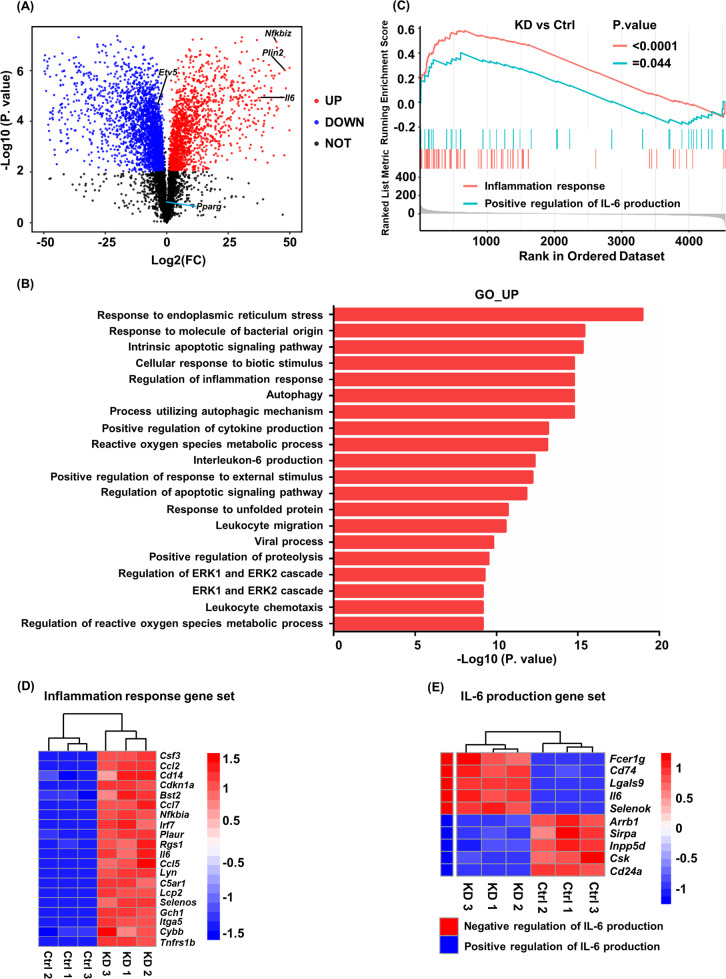
Knockdown *Etv5* induces expression of genes associated with macrophage activation and IL-6 production. **A** RNA-seq analysis of upregulated and downregulate genes after knockdown of *Etv5* in Raw264.7 cells. **B** GO analysis showing top20 enriched biological functional pathways of upregulated genes in Raw264.7/sh-*Etv5* cells**. C** GSEA analysis of inflammation response pathway (red) and positive regulation of IL-6 production pathway (blue) after knockdown of *Etv5* in Raw264.7 cells. **D** Heatmap showing genes that were upregulated in inflammatory response gene set after knockdown of *Etv5* in Raw264.7 cells. **E** Heatmap showing genes that were positive regulated (red) and negative regulated (blue) in IL-6 production gene set after knockdown of *Etv5* in Raw264.7 cells.

We then sought to identify pathways that mediate macrophage activation in Raw264.7/sh-*Etv5* cells. 

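*Pparg* (GRCm38 chromosome 6, 115360951 to 115490399, plus strand) was listed at 0 RPKM in 5 of the 6 libraries and at 0.0419 RPKM in sh-NC replicate 3. It did not reach the filter of 1 RPKM and was not among the 10738 tested genes. Without that filter, its log2 fold change was -0.02 (95% confidence interval -0.06 to 0.03, limma adjusted p = 0.431). A difference between the groups was not detectable at these values, which are close to 0 in both groups. The log2 fold change depended on the pseudocount and was -0.17 with a pseudocount of 0.1, while the libraries of the groups still overlapped.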

PPAR-γ has been reported to control ATM alternative activation and improve insulin resistance [40], but its expression did not change after *Etv5* silencing, indicating that there are other pathways regulated by ETV5 (Fig. 4A). GO functional analysis showed that upregulated genes in Raw264.7/sh-*Etv5* were enriched in pathways associated with ER stress, inflammatory response, and IL-6 production (Fig. 4B). 

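According to the Methods, upregulated genes with a log2 fold change above 2 were taken to the GO analysis. At a limma adjusted p-value under 0.05, 157 genes had a log2 fold change above 2 in sh-*Etv5* cells, and the number was the same with the replicate number as a block. This count moved with the filter on low values and with the scale on which change was measured. With a filter on a mean RPKM of at least 5 it was 122. It was 295 with a pseudocount of 0.1, and with limma on untransformed RPKM 2194 genes had an unadjusted p-value under 0.01 and a difference above 2 RPKM. Of these 2194 genes, 156 had a log2 fold change above 2, and their median log2 fold change was 0.65.

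A list of 42 genes of the ER stress response was compared with the other tested genes by limma's camera test. Of the 41 tested members, 36 were higher and 5 lower in sh-*Etv5* cells, with a median log2 fold change of 0.83 (limma camera, adjusted p = 3.76e-10 over 6 lists). Before adjustment the camera p was 1.88e-10, and with the replicate number as a block it was 5.79e-10. When camera estimated the correlation between genes from the residuals, the camera p was 0.00458. The members with the largest change were *Ddit3*, *Trib3* and *Ppp1r15a*. *Ddit3* rose from 8.48 ± 0.494 to 154 ± 6.24 RPKM (SD, n = 3), a log2 fold change of 4.04 (limma adjusted p = 1.29e-13). *Trib3* had a log2 fold change of 3.36 and *Ppp1r15a* of 3.35. Exons of *Ddit3* and *Ppp1r15a* overlap genes on the opposite strand.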

We focused on the IL-6 production pathway since IL-6 is critical in mediating chronic inflammation in obese adipose tissue. In addition, our ATAC-seq data indicated that ETV5 is involved in the inflammatory response and IL-6 production (Fig. 2C). We then performed GSEA analysis of the differentially expressed genes and found that the pathways related to the inflammatory response (*p* value < 0.001) and positive regulation of IL-6 production pathway were significantly enriched (*p* value = 0.044) (Fig. 4C) in Raw264.7/sh-*Etv5* cells. In addition, heat maps showed that *Il6* gene ranked 11^th^ in inflammation response gene set and 4^th^ in IL-6 production gene set (Fig. 4D, E). These results suggest that ETV5 negatively regulates the inflammatory response and IL-6 production pathways, and knock down of *Etv5* induces MMe features in macrophages.

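A list of 49 genes that are targets of NF-κB or belong to the inflammatory response, written independently of the gene sets used in the paper, was tested in place of those sets. Of its 43 tested members, 37 were higher, 2 were lower and 4 were not called in sh-*Etv5* cells. Their median log2 fold change was 1.83, and the values ranged from -0.82 to 8.14 (limma camera, adjusted p = 5.12e-15 over 6 lists). The unadjusted camera p was 8.53e-16 without a block and 5.93e-15 with the replicate number as a block. When camera estimated the correlation between genes from the residuals, the camera p was 0.000659. The members with the largest rise were *Cxcl2*, *Lcn2* and *Csf3*. *Cxcl2* rose from 1.26 ± 0.099 to 636 ± 14.6 RPKM (SD, n = 3). *Lcn2* was at most 0.0566 RPKM in the sh-NC libraries and at 133 ± 7.26 RPKM in the sh-*Etv5* libraries (SD, n = 3). *Csf3* was at most 0.0356 RPKM in the sh-NC libraries and at 121 ± 2.21 RPKM in the sh-*Etv5* libraries (SD, n = 3).

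**Figure D3:**
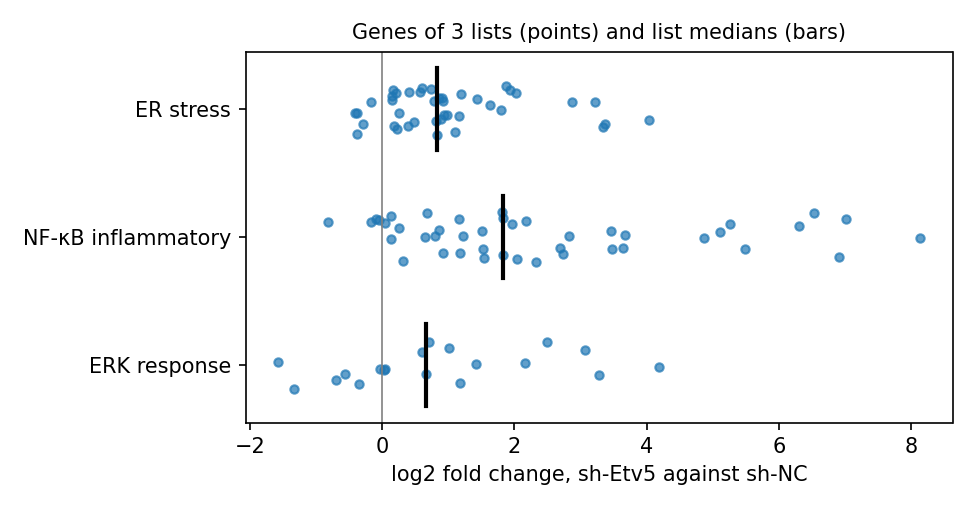
Log2 fold change between sh-Etv5 and sh-NC cells (horizontal axis) of each tested gene in 3 lists (points), with the median of each list (black bars). The medians were 0.83 for the ER stress list, 1.83 for the NF-κB inflammatory list and 0.67 for a list of ERK response genes, and the vertical spread of points has no meaning.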

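The captions of both heat maps describe their genes by the change after *Etv5* knockdown in this experiment. The directions below are therefore no independent test. All 20 genes of the inflammation response heat map were higher in sh-*Etv5* cells at a limma adjusted p-value under 0.05. Their log2 fold changes ranged from 0.25 for *Cd14* to 6.90 for *Csf3*, with a median of 1.51. *Cd14* was highly expressed in both groups and rose by 18.8%, from 628 ± 11.0 to 745 ± 21.9 RPKM (SD, n = 3). *Ccl2* (6.31) and *Ccl7* (6.53) were the other genes with a log2 fold change above that of *Il6* (5.26), so that *Il6* ranked 4 by log2 fold change, with or without the replicate number as a block. Ordered by the difference in mean RPKM, where *Ccl2* had the largest value of 364.5 RPKM, *Il6* ranked 11. Of the 10 genes of the IL-6 production heat map, *Fcer1g*, *Cd74*, *Lgals9*, *Il6* and *Selenok* were higher. *Arrb1*, *Sirpa*, *Inpp5d*, *Csk* and *Cd24a* were lower, and *Selenok* shares 8.01% of its 50-base sequences with its pseudogenes. The highest limma adjusted p among the 10 genes was 0.000213 for *Sirpa*. *Cd24a* fell from 24.8 ± 0.746 to 0.0553 ± 0.0304 RPKM (SD, n = 3). *Sirpa* had the smallest log2 fold change in size (-0.20), from 78.3 ± 1.83 to 67.9 ± 0.324 RPKM (SD, n = 3). In this set *Il6* ranked 1 by log2 fold change and 4 by the difference in mean RPKM.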

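Further MMe markers were read from the same libraries. *Cd36* (GRCm38 chromosome 5, 17781690 to 17888801, minus strand) rose from 0.359 ± 0.0464 to 16.6 ± 0.316 RPKM (SD, n = 3), a log2 fold change of 3.70 (standard error 0.0625, limma adjusted p = 2.05e-12). *Abca1* was below the filter of 1 RPKM, at 0.221 ± 0.0302 RPKM in sh-NC cells and 0.380 ± 0.116 RPKM in sh-*Etv5* cells (SD, n = 3). Its groups did not overlap, but without the filter its limma adjusted p was 0.0719. The M1 marker *Nos2* rose as well, so the markers read here do not separate MMe from M1 features. The paper takes the rise of *Il6*, *Plin2* and *Nfkbiz* (Fig. 4A) as a sign that macrophages were activated at reduced *Etv5* expression. It then reports enrichment of the inflammatory response and IL-6 production among the genes that changed, with the rank of *Il6* (Fig. 4B to E). From these later results, the paper proposes that ETV5 negatively regulates these pathways and that its knockdown induces MMe features.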

### ETV5 negatively regulates *Il6* expression in macrophages

To confirm that ETV5 negatively regulates the production of IL-6 in macrophages, we analyzed *Il6* expression levels in Raw264.7 cells and BMDMs after silencing or overexpressing ETV5. Knockdown of ETV5 in BMDMs or Raw264.7 cells (Fig. s4F) augmented the expression of *Il6* (Fig. 5A, B), whereas ETV5 overexpression in the Raw264.7 cell line (Fig. s4F) resulted in a significant decrease in *Il6* expression (Fig. 5C). To better simulate the in vivo obese microenvironment, we treated Raw264.7 cells in which ETV5 was silenced or overexpressed with palmitate, glucose, and insulin to induce MMe activation, and observed that the expression of *Il6* was negatively regulated by *Etv5* in MMe macrophages (Fig. 5D, E). Additionally, we treated macrophages with palmitate, glucose, insulin, or combinations of these compounds, and found that *Il6* expression was upregulated only in the presence of palmitate (Fig. 5F). We also detected the IL-6 protein level in the supernatant using ELISA. We found that palmitate treatment can induce IL-6 production, and the supplement of glucose and insulin did not promote IL-6 secretion, which is consistent with the mRNA expression (Fig. 5G). Knockdown of *Etv5* using either siRNA or shRNA also promoted the secretion of IL-6 by macrophages (Fig. 5H, I). These results demonstrate that the FFAs in the microenvironment of obese adipose tissue may induce IL-6 production of ATMs by downregulating ETV5 (Fig. s5).

**Fig. 5:**
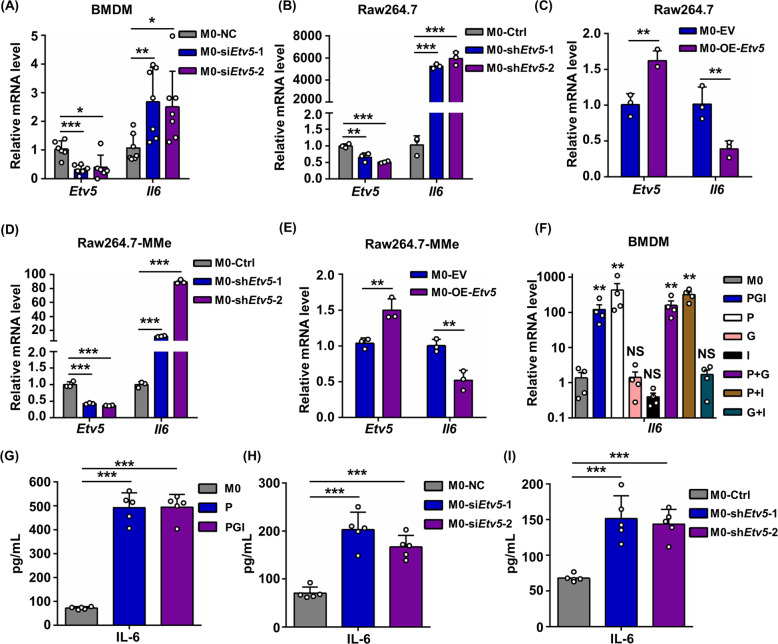
The expression of *Il6* after knockdown or overexpression of *Etv5* in macrophages. **A** BMDMs were transfected with siRNA negative control (siRNA NC) or siRNA specific to *Etv5* (siRNA *Etv5*) 48 h and *Il6* expression was assessed by RT-qPCR 48 h later. *Il6* expression levels of Raw264.7 cells after knockdown of *Etv5* using shRNA **B** or overexpression of *Etv5* **C**. *Il6* expression levels of Raw264.7 cells after knockdown of *Etv5* using shRNA **D** or overexpression of *Etv5* **E** under MMe induction condition. **F** *Il6* expression levels of BMDMs after treatment with palmitate, glucose, and insulin alone or with a combination of these compounds for 24 h. **G–I** Measuring IL-6 protein levels in the supernatant of Raw264.7 cell culture by ELISA. Cells were treated with palmitate (P) or PGI **G**, or underwent Etv5 knockdown using siRNA **H**, or shRNA **I**. Data in this result were all representative of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, Student’s t test.

## Discussion

Transcriptional regulation of macrophage activation is currently a subject of great interest. To date, the regulation of macrophage activation has largely been attributed to a small group of transcription factors including NF-κB, AP-1, HIFs, STATs, and PPARs. Our observations introduce a novel regulator, ETV5 to this process and more specifically, identify that ETV5 acts as a critical factor in regulating IL-6 expression in MMe. Thus, targeting ETV5 in macrophages may be a suitable strategy for the treatment of obesity and other chronic inflammatory diseases.

Previously, a genome-wide association study has indicated that ETV5 is positively correlated with weight and body mass index in humans [41]. In addition, ETV5 was reported to be able to control insulin secretion by β cells in the pancreas [37]. *Etv5*-knockout mice present impaired insulin secretion, which results in severe glucose intolerance and insulin resistance [37]. A recent study showed that upon glucose stimulation or HFD-feeding, CRL4^COP1^ E3 ligase can promote ETV5 degradation in pancreatic islet cells, thus mediating insulin over-secretion and promote insulin resistance and obesity [42]. Our work suggests that glucose intolerance and insulin resistance in *Etv5*-knockout mice may also be attributed to the excessive activation of ATMs. Moreover, ETV5 regulates fatty acid metabolism in hepatocytes by promoting PPARγ expression [36]. However, knockdown of *Etv5* did not change the expression of *Pparg* in macrophages under our experimental conditions. Thus, ETV5 may play different roles in ATMs and adipocytes during the development of obesity.

During adipose tissue growth, adipocyte death and hypoxia, FFAs and inflammatory cytokines promote macrophage activation and cytokine production [43–45]. A recent study reported that, in obesity, adipose tissue-resident macrophages adopt specific metabolic programs characterized by the activation of various metabolic pathways, including oxidative phosphorylation and glycolysis [46]. In particular, glycolysis contributes to increased inflammatory cytokine production. Inhibition of glycolysis by 2-deoxy-D-glucose can reduce both lactate production and glucose oxidation by macrophages in adipose tissue from obese mice [46]. When adipose tissue expands and creates a hypoxic microenvironment, hypoxia inducible factor (HIF)-1α is activated to promote glycolysis by inducing the expression of enzymes in the glycolysis pathway. However, recent evidence has suggested that adipose tissue inflammation does not require HIF-1α-mediated signaling [46] but relies on HIF-2α instead [47]. The inhibition of HIF-2α markedly augments the palmitate-induced expression of pro-inflammatory genes in adipocytes, and high-fat diet exacerbates adipose tissue inflammation in HIF-2α deficient mice [47]. Our results suggest that ETV5 is associated with the HIF-1α signaling pathway. It has been reported that IL-4/IL-13 stimulation can upregulate the *Etv5* expression levels in macrophages [48]. We speculate that the inflammation caused by hypoxia in adipose tissue is closely related to ETV5, but the mechanism requires further investigation.

The recruitment of monocytes to adipose tissue and their subsequent differentiation into macrophages is a characteristic of adipose tissue subjected to chronic inflammation in obesity [9, 10]. We also profiled chromosome accessibility during the activation of monocytes and their differentiation into macrophages, and analyzed gene regulatory elements and predicted transcription factors that may regulate these processes, which may also provide other targets against monocytes for obesity therapy. However, monocytes and ATMs are heterogeneous populations, single-cell analyses are required in the future to further delineate the cell-to-cell heterogeneity and regulatory dynamics of monocyte activation, their differentiation into ATMs, and ATM activation during obesity.

Previous studies have reported that ETV5 can regulate T cell cytokine production. ETV5 can directly promote the transcription of *Il10* [49], and recruit histone-modifying enzymes to promote *Il17* [50] and *Il9* [51] expression. However, further investigation is still needed to fully uncover the mechanism of how ETV5 regulate macrophage activation. In this study, we found that knockdown of *Etv5* promoted the expression of *NFKBIZ* and activated the *ERK1/2* pathway in macrophages. 

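A list of 23 genes that respond to ERK signaling was tested in the Raw264.7 libraries behind Fig. 4; transcript levels do not measure the phosphorylation of ERK1/2. Of the 19 tested members, 11 were higher, 5 were lower and 3 were not called in sh-*Etv5* cells. The median log2 fold change was 0.67 (limma camera, adjusted p = 0.00904 over 6 lists). The unadjusted camera p was the same, and with the replicate number as a block it was 0.01. This result did not pass under each setting, since the p-value was 0.0919 when camera estimated the correlation between genes from the residuals. The members with the largest change were *Phlda1*, *Myc* and *Ier3*. *Phlda1* rose from 4.13 ± 0.139 to 92.1 ± 5.42 RPKM (SD, n = 3), a log2 fold change of 4.18 (limma adjusted p = 1.41e-13), and its exons overlap a gene on the opposite strand. *Myc* rose from 0.341 ± 0.0394 to 12.0 ± 0.194 RPKM (SD, n = 3), and *Ier3* rose from 26.6 ± 1.41 to 229 ± 9.13 RPKM (SD, n = 3).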

Further evidence suggests that genes encode IL-6 are under the control of transcriptional nuclear factor-kappa B (NF-κB) [52, 53]. NFKBIZ, a unique member of the IκB family with a distinct role as a coactivator of NF-κB, has been reported to increase IL-6 production in BMDMs [39, 54, 55]. Activation of the ERK1/2 and NF-κB pathways cause the release of pro-inflammatory cytokines such as IL-6, IL-8, and TNF-α, which could lead to an inflammatory response [56]. Moreover, we observed that macrophages with decreased *Etv5* expression upregulated genes associated with cellular response to ER stress, which can induce the activation of NF-κB pathway. We speculated that ETV5 in macrophages mediates the inflammatory response through negative regulation of ERK/NF-κB pathway, but the mechanism requires further investigation.

Finally, RNA-seq results showed that the transcription factor ETV5 is associated with the IL-6 production pathway and inflammatory response in macrophages, indicating that the function of ETV5 in regulating inflammation may not be limited to ATMs in obesity. Thus, ETV5 may be a promising therapeutic target in other inflammatory diseases.

## Supplementary information

Supplementary material

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Reproducibility Checklist

## Data Availability

RNA-seq data files were deposited into the Gene Expression Omnibus (GEO) database under the accession number GSE166294. Other datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## References

[1] Glass CK, Olefsky JM (2012). Inflammation and lipid signaling in the etiology of insulin resistance. Cell Metab.

[2] Tsalamandris S, Antonopoulos AS, Oikonomou E, Papamikroulis GA, Vogiatzi G, Papaioannou S (2019). The role of inflammation in diabetes: current concepts and future perspectives. Eur Cardiol.

[3] de Luca C, Olefsky JM (2008). Inflammation and insulin resistance. FEBS Lett.

[4] Sun M, Zheng S, Gao X, Lin Z (2020). The role of immune cells in obesogenic memory. Cell Mol Immunol.

[5] Fain JN (2006). Release of interleukins and other inflammatory cytokines by human adipose tissue is enhanced in obesity and primarily due to the nonfat cells. Vitam Horm.

[6] Zeyda M, Stulnig TM (2007). Adipose tissue macrophages. Immunol Lett.

[7] Weisberg SP, McCann D, Desai M, Rosenbaum M, Leibel RL, Ferrante AJ (2003). Obesity is associated with macrophage accumulation in adipose tissue. J Clin Invest.

[8] Xu H, Barnes GT, Yang Q, Tan G, Yang D, Chou CJ (2003). Chronic inflammation in fat plays a crucial role in the development of obesity-related insulin resistance. J Clin Invest.

[9] Oh DY, Morinaga H, Talukdar S, Bae EJ, Olefsky JM (2012). Increased macrophage migration into adipose tissue in obese mice. Diabetes.

[10] Engin AB (2017). Adipocyte-macrophage cross-talk in obesity. Adv Exp Med Biol.

[11] Feng R, Luo C, Li C, Du S, Okekunle AP, Li Y (2017). Free fatty acids profile among lean, overweight and obese non-alcoholic fatty liver disease patients: a case - control study. Lipids Health Dis.

[12] Korbecki J, Bajdak-Rusinek K (2019). The effect of palmitic acid on inflammatory response in macrophages: an overview of molecular mechanisms. Inflamm Res.

[13] Prada PO, Ropelle ER, Mourao RH, de Souza CT, Pauli JR, Cintra DE (2017). Statement of Retraction. EGFR tyrosine kinase inhibitor (PD153035) improves glucose tolerance and insulin action in high-fat diet-fed mice. Diabetes.

[14] Lumeng CN, Bodzin JL, Saltiel AR (2007). Obesity induces a phenotypic switch in adipose tissue macrophage polarization. J Clin Invest.

[15] Kratz M, Coats BR, Hisert KB, Hagman D, Mutskov V, Peris E (2014). Metabolic dysfunction drives a mechanistically distinct proinflammatory phenotype in adipose tissue macrophages. CELL METAB.

[16] Chen S, Yang J, Wei Y, Wei X (2020). Epigenetic regulation of macrophages: from homeostasis maintenance to host defense. Cell Mol Immunol.

[17] Davis FM, Gallagher KA (2019). Epigenetic mechanisms in monocytes/macrophages regulate inflammation in cardiometabolic and vascular disease. Arterioscler Thromb Vasc Biol.

[18] Horvath A, Daniel B, Szeles L, Cuaranta-Monroy I, Czimmerer Z, Ozgyin L (2019). Labelled regulatory elements are pervasive features of the macrophage genome and are dynamically utilized by classical and alternative polarization signals. Nucleic Acids Res.

[19] Tang MS, Miraldi ER, Girgis NM, Bonneau RA, Loke P (2020). Alternative activation of macrophages is accompanied by chromatin remodeling associated with lineage-dependent DNA shape features flanking PU.1 motifs. J Immunol.

[20] Kozuka C, Yabiku K, Sunagawa S, Ueda R, Taira S, Ohshiro H (2012). Brown rice and its component, gamma-oryzanol, attenuate the preference for high-fat diet by decreasing hypothalamic endoplasmic reticulum stress in mice. Diabetes.

[21] Vila IK, Badin PM, Marques MA, Monbrun L, Lefort C, Mir L (2014). Immune cell Toll-like receptor 4 mediates the development of obesity- and endotoxemia-associated adipose tissue fibrosis. Cell Rep.

[22] Buenrostro JD, Wu B, Chang HY, Greenleaf WJ (2015). ATAC-seq: a method for assaying chromatin accessibility genome-wide. Curr Protoc Mol Biol.

[23] Zuo Z, Jin Y, Zhang W, Lu Y, Li B, Qu K (2019). ATAC-pipe: general analysis of genome-wide chromatin accessibility. Brief Bioinform.

[24] Lacey DC, Achuthan A, Fleetwood AJ, Dinh H, Roiniotis J, Scholz GM (2012). Defining GM-CSF- and macrophage-CSF-dependent macrophage responses by in vitro models. J Immunol.

[25] Coats BR, Schoenfelt KQ, Barbosa-Lorenzi VC, Peris E, Cui C, Hoffman A (2017). Metabolically activated adipose tissue macrophages perform detrimental and beneficial functions during diet-induced obesity. Cell Rep.

[26] Cho KW, Morris DL, DelProposto JL, Geletka L, Zamarron B, Martinez-Santibanez G (2014). An MHC II-dependent activation loop between adipose tissue macrophages and CD4+ T cells controls obesity-induced inflammation. Cell Rep.

[27] Patsouris D, Li PP, Thapar D, Chapman J, Olefsky JM, Neels JG (2008). Ablation of CD11c-positive cells normalizes insulin sensitivity in obese insulin resistant animals. Cell Metab.

[28] Zhang DE, Hetherington CJ, Tan S, Dziennis SE, Gonzalez DA, Chen HM (1994). Sp1 is a critical factor for the monocytic specific expression of human CD14. J Biol Chem.

[29] Marziali G, Perrotti E, Ilari R, Coccia EM, Mantovani R, Testa U (1999). The activity of the CCAAT-box binding factor NF-Y is modulated through the regulated expression of its A subunit during monocyte to macrophage differentiation: regulation of tissue-specific genes through a ubiquitous transcription factor. Blood.

[30] Chen HL, Chong IW, Lee YC, Tsai JR, Yuan SS, Wang HM (2014). Kruppel-like factor 5 mediates proinflammatory cytokine expression in lipopolysaccharide-induced acute lung injury through upregulation of nuclear factor-kappaB phosphorylation in vitro and in vivo. Mediators Inflamm.

[31] Gaynor R, Simon K, Koeffler P (1991). Expression of c-jun during macrophage differentiation of HL-60 cells. Blood.

[32] Liao J, Humphrey SE, Poston S, Taparowsky EJ (2011). Batf promotes growth arrest and terminal differentiation of mouse myeloid leukemia cells. Mol Cancer Res.

[33] Itoh-Nakadai A, Matsumoto M, Kato H, Sasaki J, Uehara Y, Sato Y (2017). A Bach2-Cebp gene regulatory network for the commitment of multipotent hematopoietic progenitors. Cell Rep.

[34] Suganami T, Yuan X, Shimoda Y, Uchio-Yamada K, Nakagawa N, Shirakawa I (2009). Activating transcription factor 3 constitutes a negative feedback mechanism that attenuates saturated Fatty acid/toll-like receptor 4 signaling and macrophage activation in obese adipose tissue. Circ Res.

[35] Higuchi Y, Setoguchi M, Yoshida S, Akizuki S, Yamamoto S (1988). Enhancement of c-fos expression is associated with activated macrophages. Oncogene.

[36] Mao Z, Feng M, Li Z, Zhou M, Xu L, Pan K (2021). ETV5 regulates hepatic fatty acid metabolism through PPAR signaling pathway. Diabetes.

[37] Gutierrez-Aguilar R, Kim DH, Casimir M, Dai XQ, Pfluger PT, Park J (2014). The role of the transcription factor ETV5 in insulin exocytosis. Diabetologia.

[38] Henriques F, Bedard AH, Guilherme A, Kelly M, Chi J, Zhang P (2020). Single-cell RNA profiling reveals adipocyte to macrophage signaling sufficient to enhance thermogenesis. Cell Rep.

[39] Yamamoto M, Yamazaki S, Uematsu S, Sato S, Hemmi H, Hoshino K (2004). Regulation of Toll/IL-1-receptor-mediated gene expression by the inducible nuclear protein IkappaBzeta. Nature.

[40] Odegaard JI, Ricardo-Gonzalez RR, Goforth MH, Morel CR, Subramanian V, Mukundan L (2007). Macrophage-specific PPARgamma controls alternative activation and improves insulin resistance. Nature.

[41] Thorleifsson G, Walters GB, Gudbjartsson DF, Steinthorsdottir V, Sulem P, Helgadottir A (2009). Genome-wide association yields new sequence variants at seven loci that associate with measures of obesity. Nat Genet.

[42] Lin H, Yan Y, Luo Y, So WY, Wei X, Zhang X (2021). IP6-assisted CSN-COP1 competition regulates a CRL4-ETV5 proteolytic checkpoint to safeguard glucose-induced insulin secretion. Nat Commun.

[43] Berg AH, Lin Y, Lisanti MP, Scherer PE (2004). Adipocyte differentiation induces dynamic changes in NF-kappaB expression and activity. Am J Physiol Endocrinol Metab.

[44] Trujillo ME, Scherer PE (2006). Adipose tissue-derived factors: impact on health and disease. Endocr Rev.

[45] Unamuno X, Gomez-Ambrosi J, Ramirez B, Rodriguez A, Becerril S, Valenti V, et al. NLRP3 inflammasome blockade reduces adipose tissue inflammation and extracellular matrix remodeling. Cell Mol Immunol 2019;2019-09-24.10.1038/s41423-019-0296-zPMC811514031551515

[46] Boutens L, Hooiveld GJ, Dhingra S, Cramer RA, Netea MG, Stienstra R (2018). Unique metabolic activation of adipose tissue macrophages in obesity promotes inflammatory responses. Diabetologia.

[47] Choe SS, Shin KC, Ka S, Lee YK, Chun JS, Kim JB (2014). Macrophage HIF-2alpha ameliorates adipose tissue inflammation and insulin resistance in obesity. Diabetes.

[48] Roy S, Schmeier S, Arner E, Alam T, Parihar SP, Ozturk M (2015). Redefining the transcriptional regulatory dynamics of classically and alternatively activated macrophages by deepCAGE transcriptomics. Nucleic Acids Res.

[49] Koh B, Hufford MM, Sun X, Kaplan MH (2017). Etv5 regulates IL-10 production in Th cells. J Immunol.

[50] Pham D, Sehra S, Sun X, Kaplan MH (2014). The transcription factor Etv5 controls TH17 cell development and allergic airway inflammation. J Allergy Clin Immunol.

[51] Koh B, Hufford MM, Pham D, Olson MR, Wu T, Jabeen R (2016). The ETS family transcription factors Etv5 and PU.1 function in parallel to promote Th9 cell development. J Immunol.

[52] Karin M, Greten FR (2005). NF-kappaB: linking inflammation and immunity to cancer development and progression. Nat Rev Immunol.

[53] Brasier AR (2010). The nuclear factor-kappaB-interleukin-6 signalling pathway mediating vascular inflammation. Cardiovasc Res.

[54] Slowikowski K, Nguyen HN, Noss EH, Simmons DP, Mizoguchi F, Watts G (2020). CUX1 and IkappaBzeta (NFKBIZ) mediate the synergistic inflammatory response to TNF and IL-17A in stromal fibroblasts. Proc Natl Acad Sci USA.

[55] Horber S, Hildebrand DG, Lieb WS, Lorscheid S, Hailfinger S, Schulze-Osthoff K (2016). The Atypical Inhibitor of NF-kappaB, IkappaBzeta, Controls Macrophage Interleukin-10 Expression. J Biol Chem.

[56] Park J, Min JS, Kim B, Chae UB, Yun JW, Choi MS (2015). Mitochondrial ROS govern the LPS-induced pro-inflammatory response in microglia cells by regulating MAPK and NF-kappaB pathways. Neurosci Lett.

# Supplementary material for: Chromatin accessibility analysis identifies the transcription factor ETV5 as a suppressor of adipose tissue macrophage activation in obesity
**Source:** Cell Death Dis. 2021 Oct 29;12(11):1023. doi: 10.1038/s41419-021-04308-0
**Supplement:** Supplementary file 1 — Supplementary material

**Chromatin accessibility analysis identifies the transcription factor ETV5 as a suppressor of adipose tissue macrophage activation in obesity**

Ren-Dong Hu^1, #^, Wen Zhang^2, #^, Liang Li^3, *^, Zu-Qi Zuo^2^, Min Ma^1^, Jin-Fen Ma^1^, Ting-Ting Yin^4^, Cai-Yue Gao^1^, Shu-Han Yang^1^, Zhi-Bin Zhao^3^, Zi-Jun Li^5^, Gui-Bin Qiao^6^, Zhe-Xiong Lian^1, 7, *^ and Kun Qu^2, *^

^#^ Ren-Dong Hu and Wen Zhang contributed equally to this work.

**Supplementary figure 1. High fat diet induced obesity in mice.** **(A)** Body weight gain of mice fed with HFD (n =7) or CD (n =9). **(B)** Insulin tolerance test (ITT) and **(C)** glucose tolerance test (GTT) of mice after 12 weeks HFD (n =7) or CD (n =9) feeding. **(D, E)** Percentage of CD11c^+^ ATMs in CD- (n =5) and HFD-fed (n =5) mice. Data are expressed as mean ± SD. Two-way ANOVA with repeated measurements and Holm–Sidak post-hoc test **(A-B)**, Mann-Whitney U test **(C)**, Student’s t test **(E)**, **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

**Supplementary figure 2. Quality control of ATAC-seq data.** **(A)** ATAC-seq signal intensity in ±2 kb around TSS. **(B)** Fragment distribution, red line showed the average value of eight samples; **(C)** Correlation of chromatin accessibility between replicates. **(D)** Normalized ATAC-seq profiles of the *Itgam*, *Ly6c2*, *Nos2* and *Ccr2* gene loci at monocytes/ATMs from CD- and HFD-fed mice. **(E)** Principle component analysis (PCA) of the chromatin accessibility for ATAC-seq signal. **(F)** Differential regulatory elements between HFD_ATM vs. HFD_Mono relative to CD_ATM vs. CD_Mono.

**Supplementary figure 3. Biological functions of differential regulatory elements in cluster1.**

**(A-B):** Top 20 most enriched biological process of TSS-proximal **(A)** and TSS-distal accessible regions **(B)** in cluster1 shown as -log10 raw binomial *p* values, as calculated by GREAT.

**Supplementary figure 4. Establishment of M1, M2, and MMe macrophage induction system.** **(A)** The expression of marker genes in different myeloid clusters of mice adipose tissue. **(B)** The expression of MMe macrophage markers *Il6*, *Cd36*, *Abca1* and *Plin2* in *in vitro* induced MMe (n=4). **(C)** The expression of *Nos2*, *H-2* in *in vitro* induced M1 macrophages (n=3) and **(D)** *Fizz1*, *Arg-1* and *Ym-1* in *in vitro* induced M2 macrophages (n=3). **(E)** ETV5 protein levels and quantification in *in vitro* induced M1 and M2 macrophages. **(F)** ETV5 protein levels and quantification in Raw264.7 cells with *Etv5* overexpression and knockdown. Raw264.7 cells were infected with *Etv5*-overexpressed lentivirus (termed as OE-*Etv5*), a negative control (termed as EV), *Etv5* knockdown lentivirus (termed as sh*Etv5*-1, sh*Etv5*-2, sh*Etv5*-3), and a scramble control (termed as NC). Data in **(B)-(F)** are representative of three independent experiments. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, Student’s t test.

**Supplementary figure 5. Working model.** Using ATAC-seq, we profiled chromatin accessibility of monocytes and ATMs from CD- and HFD- fed mice. We found that during the activation of ATMs, FFA-ETV5-IL-6 axis stimulates adipose tissue inflammation, which may be associated with obesity-induced insulin resistance.

How the deposited data were processed for this re-analysis (not part of the article)

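Messenger RNA of Raw264.7 macrophages with a control shRNA (sh-NC) or an shRNA against *Etv5* (sh-*Etv5*) was sequenced in 3 libraries per group. The groups and replicate numbers were taken from the sample labels, which match the groups of Fig. 4, and all 6 columns of values were used. The paper's text states that libraries were prepared with an Illumina TruSeq RNA kit and that limma was used to find differentially expressed genes. It does not name the aligner, the annotation, the genome build or the threshold on the p-value.

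The authors deposited RPKM values, that is reads per kilobase of gene scaled to the number of mapped reads, which they had taken from coverage tracks, as 1 value per gene symbol and library without a log transformation. Low values were not multiples of a common step, so whole reads and the depth of each library could not be recovered. Scaling by gene length and by the total of mapped reads was therefore already part of the values. A few strongly expressed genes that change can shift all other RPKM values, and reads shared by overlapping genes can be counted for each of them. Of the 24786 gene symbols, 24255 (97.9%) were matched by symbol to GENCODE release M21 on GRCm38, and coordinates were taken from that annotation.

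Genes with an RPKM of at least 1 in at least 3 of the 6 libraries were kept, and log2(RPKM + 1) was compared between the groups with limma 3.58.1 in R 4.3.3 (eBayes with an intensity trend, tested in both directions, no covariate). Benjamini-Hochberg adjusted p-values under 0.05 were called. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, and p-values were adjusted over the 6 lists. The lists were written from general knowledge of each pathway, in advance of any look at the values. The pairing of libraries by replicate number comes from the sample labels, and the fit with the number as a block was computed beside the fit without it. Annotation and sequence steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. The limma and camera steps were tested on simulated data for 10738 genes, of which 200 were changed. Of these, 190 (95%) were called together with 5 unchanged genes, and the camera p of an unchanged list was 0.992. In the simulation genes varied independently and 200 were changed, while 74.3% of tested genes were called in the real data. It therefore does not check the inter-gene correlation of 0.01 set for camera, nor so broad a difference.

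Genes were named by a rule set in advance. It covers each gene that the paper names for this experiment, the marker genes of Table 1 and Fig. s4B to D apart from *H-2*, whose name does not settle on a single gene symbol, and the 3 members with the largest change of each list described. It also covers the 5 largest rises and the 5 largest falls among called genes whose groups did not overlap. *Itgax*, *Il10*, *Spp1*, *Stfa3*, *Gm5416* and the pseudogene and overlapping genes were named after the values were seen.

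The alternatives set in advance were pseudocounts of 0.1 and 0.01, no filter, a mean RPKM of at least 5, libraries rescaled to the same sum, quantile normalization, eBayes without trend, the replicate block, each library left out in turn, other thresholds on p and on the fold change, limma on untransformed RPKM, other orders for the rank of *Il6*, camera with an estimated correlation, and 10000 random lists matched on mean expression. A threshold of 2 on the difference in untransformed RPKM and a rescaling by the genes outside the top 10 of any library were added after the data were seen. The gene sets of the paper's GO analysis and GSEA, the ATAC-seq data and the single-cell data were not used here.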

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

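The tests of shared sequence, seed matches, GC content and transcript length below were set before their results were seen. The tests of the spread of directions in the interferon list and of other splits of the libraries were chosen only after. Rescaling to the same sum and quantile normalization were alternatives set in advance. Only their use to test an explanation was chosen after.

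Several genes outside those discussed in the paper changed more than most of the genes it names. Among genes whose groups did not overlap, *Cxcl2* (log2 fold change 8.14), *Gm5483* (7.51), *Lcn2* (7.01) and *Urah* (6.74) rose far above their level in sh-NC cells. *Cxcl2* went from 1.26 to 636 RPKM and *Urah* from 0.0652 to 113 RPKM. *Ranbp3l* (-4.02), *Itga4* (-3.51), *Cldn11* (-3.01) and *Scel* (-3.01) fell. *Itga4*, which encodes an integrin, went from 200.4 ± 4.77 to 16.7 ± 1.20 RPKM (SD, n = 3). The directions of these 8 genes held with libraries rescaled to the same sum and with quantile normalization, where the values ran from 8.05 (quantile) to 8.59 (same sum) for *Cxcl2* and from -3.51 (quantile) to -3.62 (same sum) for *Itga4*. Library sums lay between 320462 and 340257 RPKM, and quantile normalization moved the median of all tested genes only from -0.049 to -0.072. Neither step could thus readily reverse changes of this size.

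Reads shared between similar genes could raise several of them together. Of the 50-base sequences of *Gm5483* transcripts, 10.98% also occur in other genes, among them *2010005H15Rik*. This share lies between the levels that would have settled the question. *Stfa3* (log2 fold change 6.35) and *Gm5416* (5.02), named after their values were seen, lie on the same chromosome and rose as well, and they share 0.0% with other genes. For the other 7 genes the highest share was 5.84%, for *Cxcl2*, and its neighbor in sequence *Cxcl3* was at 2.54 RPKM in sh-*Etv5* cells, far below *Cxcl2*. Reads of *Cxcl3* could thus make up little of the value of *Cxcl2*, while sharing remains possible for part of the reads of *Gm5483*. Exons of *Urah* and *Itga4* overlap genes on the opposite strand, and those neighbors changed the same way. *C330022C24Rik* went from 0.0166 to 13.1 RPKM and *Cerkl* from 17.8 to 2.22 RPKM, so reads of these pairs may have been counted for both genes.

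An off-target effect of the shRNA on the falling genes may be weighed by seed matches, that is sites in the 3′ untranslated region that pair with positions 2 to 8 of the guide. Of the 5 genes with the largest falls, 2 (*Ranbp3l* and *Itga4*) have a site for at least 1 of the 3 shRNAs in Table 1, against 24.5% of tested genes. With 5 genes this does not separate an off-target effect from the knockdown itself. A change that follows the knockdown of *Etv5* is a hypothesis that these libraries cannot tell apart from an effect of the particular shRNA or of a particular infected population, since a single knockdown condition was compared with a single control.

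Cell cycle genes, which the paper does not discuss, were lower as a group. Of 45 genes in the list, 43 were lower and 0 higher at a limma adjusted p-value under 0.05. At an unadjusted p-value under 0.05, 44 were lower and 0 higher. The median log2 fold change of the list was -0.84, against -0.049 for all tested genes (limma camera, adjusted p = 7.26e-14 over 6 lists). The unadjusted camera p was 2.42e-14, between 2.46e-22 and 0.00337 over the alternatives and 3.56e-13 with the replicate number as a block. *Cenpa* fell from 89.0 ± 0.231 to 27.9 ± 0.938 RPKM, *Mki67* from 74.3 ± 1.22 to 23.2 ± 1.19 RPKM and *Birc5* from 28.2 ± 0.545 to 8.52 ± 0.233 RPKM (SD, n = 3). GC content and transcript length do not account for it, since the median was -0.923 after both were regressed out over 10592 genes. Seed matches within the members do not account for it either, since the 38 members without a site for any of the 3 guides had a median of -0.82. This leaves open an indirect effect through another gene with a site, which was not tested. Under quantile normalization the median was -0.83 and with libraries rescaled to the same sum -0.94. Of the 4 splits of the libraries that part all same-numbered pairs, 1, the real split, gave as small a camera p. Of all 10 splits, the real split also gave the smallest camera p, and the share of splits can never be under 0.1. All 9 other splits gave this list a camera p under 0.05, the smallest being 3.22e-08, while 0 tested genes were called in them and at most 38 had an unadjusted p-value under 0.05. These splits mix the groups, which widens the spread within each side and by itself keeps such counts low. Slower proliferation of sh-*Etv5* cells is a candidate explanation, and so are differences in cell density or in growth between separately selected populations, for which the libraries hold no test.

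Interferon-induced genes, also outside those the paper discusses as a group, were slightly higher. The median log2 fold change of 38 tested genes was 0.30 (limma camera, adjusted p = 0.00904 over 6 lists), and *Rsad2* (log2 fold change 3.05), *Zbp1* (1.58) and *Ifit2* (1.15) changed most. The unadjusted camera p was 0.00876, between 0.00418 and 0.0374 over the alternatives and 0.0101 with the replicate number as a block. A response to the lentivirus or to double-stranded RNA may raise such genes, and it was weighed by the directions of the members. Of the called members 23 were higher and 11 lower, so that 32.4% went down. These mixed directions do not tell such a response apart from other causes. In 1 of the 4 splits that part all same-numbered pairs, the real split, the interferon list had as small a camera p, and the same holds over all 10 splits. Of the 9 other splits, 7 gave this list a camera p under 0.05.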

How the results depend on the processing

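All alternatives named here were set before the data were examined, except the threshold of 2 on the difference in untransformed RPKM and the rescaling by the genes outside the top 10 of any library, which were chosen after seeing the data. The comparisons of groups, gene counts, gene lists and ranks gave 297 values over the alternatives. Of these, 280 kept their direction and their side of the threshold, or stayed within 1.5 times the count.

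*Etv5*, *Il6*, *Plin2* and *Nfkbiz* kept their direction and an adjusted p-value under 0.05 under each alternative that tested them. On the log2 scale *Etv5* lay between -0.91 and -0.75, *Plin2* between 1.34 and 1.44, *Nfkbiz* between 3.43 and 3.79 and *Il6* between 5.21 and 11.9, the last depending on the pseudocount because *Il6* was listed at 0 in sh-NC cells. All 20 genes of Fig. 4D and all 10 genes of Fig. 4E kept their direction and call under each alternative that was applied to these counts. The paper shows these genes for their change in the same libraries, so their directions are no independent support.

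The number of called genes changed by more than 1.5 times under thresholds on the size of the change. With an absolute log2 fold change above 1, 669 genes were higher and 322 lower, against 3575 and 4399 without. With limma on untransformed RPKM, an unadjusted p-value under 0.01 and a difference above 2 RPKM, 2194 genes were higher and 2767 lower. With each library left out in turn, from 3358 to 3494 genes were higher and from 4140 to 4371 lower. Rescaling libraries to the same sum shifted the median log2 fold change of all tested genes from -0.049 to -0.113 and the share of higher genes among those called from 44.8% to 38.9%; quantile normalization gave -0.072 and 43.3%. Of the genes called after rescaling to the same sum (8041), 7528 were the same genes in the same direction. With the sums over the genes outside the top 10 made equal, 3568 genes were higher and 4396 lower.

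The number of genes with a log2 fold change above 2 was 157 and depended on how low values were treated. It was 295 with a pseudocount of 0.1, 317 with a pseudocount of 0.01 and 246 with libraries rescaled to the same sum. That rescaling also makes the pseudocount smaller relative to the values. The count fell to 122 with a mean RPKM of at least 5 and to 149 with quantile normalization. A threshold of 2 on untransformed RPKM, which 2194 genes passed, is another measure, and 156 of those genes had a log2 fold change above 2. Leaving out each library gave 158 to 164 genes. *Pparg*, at or close to 0 in each library, had a log2 fold change of -0.02 in the main setting, -0.17 with a pseudocount of 0.1, -0.79 with a pseudocount of 0.01 and -0.059 with libraries rescaled to the same sum. It rests on a single library with a value above 0.

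The rank of *Il6* in Fig. 4D was 4 by log2 fold change, 3 with either smaller pseudocount or with libraries rescaled to the same sum, and 11 by the difference in mean RPKM. In Fig. 4E it was 1 by log2 fold change and 4 by the difference in mean RPKM. The order by limma's p gave 4 and 1.

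With the replicate number as a block, 3539 genes were higher and 4361 lower, and 7813 of the 7900 called genes were shared with the fit without it. The mean correlation of deviations between same-numbered libraries was -0.011 (from -0.071 to 0.074), so the numbers do not appear to pair the libraries. The gene lists kept their direction and side of the threshold under each alternative with a single exception. The ERK response list, with a median log2 fold change of 0.67, had a camera p of 0.0919 when the correlation between genes was estimated from the residuals, against 0.00904; its range over all alternatives was 0.00293 to 0.0919. The cause was not tested. Among 10000 random lists of the same size matched on mean expression, the median of the cell cycle list was at percentile 0 and the medians of the other 5 lists at percentile 100.

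Among 64 single genes, 4 lost their call, all because they fell below the filter of a mean RPKM of at least 5, and 4 gained one, each time *Hprt*. Of the 5 largest rises, 3 were among the 5 largest with a pseudocount of 0.1 and 2 with a pseudocount of 0.01. Of the 5 largest falls, 3 were among the 5 largest with either smaller pseudocount and 4 with libraries rescaled to the same sum. Reversals concerned genes close to 0 in both groups. *Arg1* changed sign with quantile normalization (-0.0286, against 0.0244), and when libraries were left out it ranged from -0.0189 to 0.0508. *Chil3* ranged from -0.0145 to 0.0271 when libraries were left out. For these reversals the cause was not tested. The depth of the libraries is unknown, which leaves open how precise any value near 0 is.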

Differences from the paper's values

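The paper's count of upregulated genes is 2017, and 3575 genes were higher here at a limma adjusted p-value under 0.05. The paper's count of downregulated genes is 2525, against 4399 here. Among the alternatives set before the data were examined, a filter on a mean RPKM of at least 5 gave 2564 and 3528 genes, and limma on untransformed RPKM with an unadjusted p-value under 0.01 and a difference above 1 RPKM gave 2660 and 3293 genes, both within 1.5 times the paper's counts. Untransformed RPKM without a threshold on the difference gave 3651 downregulated genes, within 1.5 times the paper's count, but 3307 upregulated genes, which is not. The other alternatives set before the data were examined did not come within that range. A threshold of 2 on the difference in untransformed RPKM, chosen after seeing the values, gave 2194 and 2767 genes.

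The paper's rank of *Il6* in the inflammation response heat map is 11, and it was 4 here by log2 fold change. The paper's rank in the IL-6 production heat map is 4, and it was 1 here. Ordering the genes by the difference in mean RPKM, an alternative set before the data were examined, gave 11 and 4. The other alternatives did not close either gap.

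On the axis of Fig. 4A that is labelled as a log2 fold change, *Nfkbiz* lies at about 45, *Plin2* at about 48, *Il6* at about 38 and *Etv5* at about -3.6, read by eye from the paper's Fig. 4A. The log2 fold changes here were 3.46 for *Nfkbiz*, 1.38 for *Plin2*, 5.26 for *Il6* and -0.78 for *Etv5*. With limma on untransformed RPKM, an alternative set before the data were examined, the differences in mean RPKM were 44.6 for *Nfkbiz*, 48.0 for *Plin2* and 37.4 for *Il6*, within the spread of the libraries from the values read by eye. For *Etv5* the difference was -4.36, which none of the alternatives brought within the spread of the libraries. That spread leaves out the error of reading the axis by eye, so this gap does not show a mismatch with the figure.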

Other observations

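Of the tests in this part, those of GC content and length, of the spread of window medians and of seed matches were set before their results were seen. The tests of rescaling by the genes outside the top 10 and of subtracting window medians were chosen only after. So were those of other splits of the libraries and of the order of the heat maps. Rescaling to the same sum was an alternative set in advance, and only its use to test an explanation was chosen after.

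*Etv5* fell by 46.0%, while 74.3% of the tested genes were called different and 1664 genes (1010 higher, 654 lower) changed by more than *Etv5* on the log2 scale. Several technical explanations were weighed for the breadth of this difference. GC content and transcript length explained little of it (R squared 0.0104 over 10592 genes). *Spp1*, named after its values were seen and sharing 11.6% of its 50-base sequences with the overlapping *Gm42793*, rose from 2276 ± 13.1 to 11497 ± 299.8 RPKM (SD, n = 3) and made up 3.38% to 3.46% of the RPKM sum in sh-*Etv5* libraries against 0.706% to 0.709% in sh-NC libraries. Rescaling to the same sum, after which 8041 genes were called against 7974, keeps *Spp1* in that sum and so does not test its effect. The sums over the genes outside the top 10 of any library were already close, between 297201 and 299118 RPKM in sh-NC and between 294089 and 302076 RPKM in sh-*Etv5* libraries. They did not show the other genes lowered as a whole in sh-*Etv5* cells, and with these sums made equal 7964 genes were called. A larger share for a few strongly expressed genes therefore does not account for the breadth of the difference. Seed matches of the 3 guides did not single out falling genes, since their percentiles among 7-base sites of similar frequency and GC content were 66.3, 38.2 and 8.4. Genes changed indirectly, through another gene with a site, are not covered by that test.

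Differences in copy number between the populations could also shift many genes. Medians of 203 windows of 50 neighboring genes spread more than in 1000 shuffles of the gene order (SD 0.1075 against 0.0774, permutation p = 0.001, the smallest that 1000 shuffles can give). This met what had been set beforehand as a mark of copy number, but it does not settle the question. Neighboring genes that are regulated together or overlap would widen this spread too. In 1 window the median was beyond 0.4 on the log2 scale (0.573, chromosome 18). Of its 50 genes, 22 were protocadherin gamma genes, which overlap one another. The lowest window median was -0.362. Medians of whole chromosomes ran from -0.143 for chromosome 16, which carries *Etv5*, to 0.034 for chromosome 18. After the window medians were subtracted, 7722 genes were called, 7045 of them in the same direction as before, so changes of chromosome segments would not account for most calls.

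Other splits of the 6 libraries gave far fewer genes. Of the 4 splits that part all 3 same-numbered pairs, 1, the real split, gave as many higher genes, as many lower genes and as many genes with a log2 fold change above 2. The other 3 gave 0 genes at an adjusted p-value under 0.05 and from 23 to 37 genes at an unadjusted p-value under 0.05, against 8166 for the real split. The remaining 6 of the 10 splits part only 1 pair and also gave 0 genes, with 27 to 38 at an unadjusted p-value under 0.05. For the ER stress, NF-κB inflammatory, ERK response and HIF-1 target lists, 1 of the 4 splits, again the real one, gave as small a camera p. Among the 6 splits that part only 1 pair, 1 gave the ERK response list a smaller camera p (0.00837) than the real split (0.00904), and none did so for the other lists. The camera p was under 0.05 in all 9 other splits for the ER stress, NF-κB inflammatory and HIF-1 target lists. Each of these splits sets 2 libraries of a group against 1 and so still holds part of the difference between the groups. Mixing the groups also puts their difference into the spread within each side, which by itself keeps the gene counts low. Those low counts are therefore no measure of what libraries without a group difference would give. With 3 libraries per group the share can never be under 0.1 of all splits, so the number of splits alone decides nothing. The libraries themselves divide by group, with correlations of at least 0.9982 within and at most 0.975 between groups. Separate infection and any selection of the populations differ between the groups in the same way as the shRNA does, and the libraries cannot tell them apart.

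A candidate explanation for the axis of Fig. 4A, which reaches about 50, is that it shows differences of mean RPKM in place of log2 ratios. The positions of genes in the heat map of Fig. 4D equal the rank by difference of mean RPKM for 18 of 20 genes, by log2 fold change for 2 and by limma's p for 3. In Fig. 4E they equal the rank by difference for 10 of 10 genes and by log2 fold change for 3. The unit matters for which genes pass a threshold of 2. On the log2 scale 157 genes passed, while 2194 passed on the scale of RPKM differences, where strongly expressed genes pass with small ratios. Of the latter, 626 had a log2 fold change above 1.

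A list of HIF-1 target genes was raised as a group. Of 32 tested members, 22 were higher, 2 lower and 8 not called, with a median log2 fold change of 0.45 (limma camera, adjusted p = 5.04e-06 over 6 lists). The unadjusted camera p was 3.36e-06, between 1.5e-06 and 0.00601 over the alternatives and 4.69e-06 with the replicate number as a block. *Ddit4* (log2 fold change 2.13), *Hilpda* (1.98) and *Adm* (1.58) changed most. *Ddit4* and *Hilpda* are also induced by ER stress and by lipids, and the list does not separate these inputs.

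*Itgax*, which the paper uses as a marker of activated adipose tissue macrophages, fell from 1.85 ± 0.052 to 0.311 ± 0.0343 RPKM (SD, n = 3; log2 fold change -1.12, limma adjusted p = 2.16e-07) in Raw264.7 cells. *Itgax* shares 8.02% of its 50-base sequences with *Itgad*, which was near 0 in both groups. *Il10* was at most 0.0372 RPKM in sh-NC libraries and at 3.85 ± 0.459 RPKM in sh-*Etv5* libraries (SD, n = 3; log2 fold change 2.26, limma adjusted p = 1.93e-09). Both genes were chosen after their values were seen.

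In addition to *Il6*, 9 gene symbols were listed at 0 in all sh-NC libraries and at 1 RPKM or more in all sh-*Etv5* libraries, and 0 symbols showed the opposite. They were *Cpeb1*, *2010005H15Rik*, *Scg2*, *Vegfc*, *Tm4sf1*, *Slamf7*, *Tarm1*, *Il1f9* and *Gm5416*, named after their values were seen. Symbols of microRNAs and small nucleolar RNAs also have values. Of 235 such symbols tested, 154 were called, although libraries of this kind capture polyadenylated RNA and these loci often lie inside longer host genes.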
